# Consequences of Exchanging Carbohydrates for Proteins in the Cholesterol Metabolism of Mice Fed a High-fat Diet

**DOI:** 10.1371/journal.pone.0049058

**Published:** 2012-11-06

**Authors:** Frédéric Raymond, Long Wang, Mireille Moser, Sylviane Metairon, Robert Mansourian, Marie-Camille Zwahlen, Martin Kussmann, Andreas Fuerholz, Katherine Macé, Chieh Jason Chou

## Abstract

Consumption of low-carbohydrate, high-protein, high-fat diets lead to rapid weight loss but the cardioprotective effects of these diets have been questioned. We examined the impact of high-protein and high-fat diets on cholesterol metabolism by comparing the plasma cholesterol and the expression of cholesterol biosynthesis genes in the liver of mice fed a high-fat (HF) diet that has a high (H) or a low (L) protein-to-carbohydrate (P/C) ratio. H-P/C-HF feeding, compared with L-P/C-HF feeding, decreased plasma total cholesterol and increased HDL cholesterol concentrations at 4-wk. Interestingly, the expression of genes involved in hepatic steroid biosynthesis responded to an increased dietary P/C ratio by first down-regulation (2-d) followed by later up-regulation at 4-wk, and the temporal gene expression patterns were connected to the putative activity of SREBF1 and 2. In contrast, *Cyp7a1*, the gene responsible for the conversion of cholesterol to bile acids, was consistently up-regulated in the H-P/C-HF liver regardless of feeding duration. Over expression of *Cyp7a1* after 2-d and 4-wk H-P/C-HF feeding was connected to two unique sets of transcription regulators. At both time points, up-regulation of the *Cyp7a1* gene could be explained by enhanced activations and reduced suppressions of multiple transcription regulators. In conclusion, we demonstrated that the hypocholesterolemic effect of H-P/C-HF feeding coincided with orchestrated changes of gene expressions in lipid metabolic pathways in the liver of mice. Based on these results, we hypothesize that the cholesterol lowering effect of high-protein feeding is associated with enhanced bile acid production but clinical validation is warranted. (246 words)

## Introduction

Obesity is one of the most frequently studied non-communicable diseases and excessive energy intake, reduced energy expenditure or combinations of both are related to its cause. Obesity is also associated with co-morbidities such as cardiovascular diseases, type 2 diabetes, sleep apnea, arthritis and cancers; the remission of many of which have been reported in patients after Roux-en-Y gastric bypass in morbidly obese subjects [1]. Consequently, the reduction of obesity-related morbidities is as important as the success of weight loss.

Recently, a number of clinical studies have reported rapid weight loss in obese subjects consuming low-carbohydrate diets [2], [3], [4], [5], [6], [7], [8], [9], [10]. Although the macronutrient compositions of the low-carbohydrate diets were different in each study, a proportional increase in proteins and fats was commonly found in these diets [2], [5], [7]. However, the amount of fats, especially saturated fats, in the low-carbohydrate diets promoted concerns about the risk of developing cardiovascular disease. In contrast to this belief, recent studies have demonstrated improved cholesterol profiles with HDL cholesterol concentrations being either higher or less reduced, and triglyceride concentrations being lower in obese subjects after consuming low-carbohydrate, high-fat, high-protein diets than after consuming high-carbohydrate, low-fat diets [5], [10]. However, the increase in LDL cholesterol, in spite of the concurrent elevation of HDL cholesterol, challenges the overall cardioprotective effect of low-carbohydrate high-fat diets [4].

In addition to increasing dietary fats, replacement of carbohydrates by proteins is another common feature of low-carbohydrate diets. Proteins have independent effects on plasma cholesterol concentrations. In humans, replacement of carbohydrates by proteins in fat-restricted diets resulted in rapid weight loss, reduction of plasma triglyceride and elevation of HDL cholesterol concentrations [11]. In rodents, a high-casein, high-fat diet compared with a low-casein, high-fat diet increased circulating HDL cholesterol [12]. Endo et al. reported that 11 hepatic genes involved in cholesterol metabolism were down-regulated in rats fed a protein-free diet when compared with rats fed a 12% casein diet [13]. In the same study, it was also found that a gluten diet unilaterally increased 15 cholesterol biosynthesis genes when compared with a diet containing casein [13]. In addition to gluten, soy proteins have also been demonstrated to have cholesterol-lowering benefits. Concurrent up-regulation of genes involved in steroid metabolism and reduction of serum cholesterol by soy proteins suggests a well-coordinated transcriptional regulation. Over-abundance of sterol regulatory element-binding protein 2 (SREBP2) [14] and up-regulation of 3-hydroxy-3-methylglutaryl-coenzyme reductase (HMGCR), a SREBP2 target gene and the rate-limiting enzyme for cholesterol biosynthesis [15], were reported in rodents fed a soy protein diet. Thus, available evidence indicates that both the quantity and the quality of dietary proteins can regulate the expression of genes involved in hepatic cholesterol biosynthesis. However, it has not been shown how the amount of protein in the context of high-fat and low-carbohydrate diets would affect the expression of hepatic cholesterol biosynthesis genes. Understanding the metabolic adaptations to a high-fat, high-protein diet in the liver can reveal insights for assessing the cardioprotective effects of such a diet.

In the present study, we evaluated the effect of a high-protein and high-fat diet on cholesterol metabolism by examining plasma cholesterol concentrations and the expression of cholesterol biosynthesis genes in the liver of mice fed a high-fat (HF) diet that had either a high (H) or low (L) protein-to-carbohydrate ratio (P/C). Many organs can synthesize cholesterol but the liver is the principal site for cholesterol biosynthesis, which makes it a prime target for regulating cholesterol homeostasis [16]. In addition, we measured body weight, food intake and other circulating lipids at 2 days and at 4 weeks after introduction of the dietary treatments. We expected that the changes in macronutrient composition would have a broad impact on gene expression in multiple metabolic pathways in the liver, and selected microarray analyses to monitor global gene expression to reveal metabolic adaptations of the liver to the two different high-fat diets.

## Results

### Effects of P/C ratio in a HF diet on body weight and energy intake

Forty-eight glucose intolerant diet-induced obese (DIO) mice were randomized to receive either a background L-P/C-HF diet or an experimental H-P/C-HF diet. Although it was statistically insignificant, the initial weights of mice prior to the dietary intervention were higher in the H-P/C-HF than in the L-P/C-HF group (Table 1). During the first 2 days of dietary intervention, H-P/C-HF mice consumed less calories and gained less weight than L-P/C-HF mice (Table 1). However, at sacrifice, body weight, liver, epididymal fat pad and gastrocnemius muscle weights were similar in both groups (Table 1 and S1). The suppressive effect of H-P/C-HF feeding on body weight gains was also observed after the 4-wk dietary treatment, and the weight gains were significantly less in the H-P/C-HF mice than in L-P/C-HF mice (Table 1). Energy intake was also lower in H-P/C-HF mice than L-P/C-HF mice, but the difference did not reach statistical significance (Table 1). Body weight, liver, epididymal fat pad, brown fat pad and gastrocnemius muscle weights were indistinguishable between the two groups at the end of the 4-wk treatment period (Table S1).

**Table 1:** Body weight gain and energy intake of mice fed different high-fat diets.

	*Before treatment*	*2-d after treatment*			*4-wk after treatment*		
	BW (g)	BW (g)	BW gain (g)	EI (kcal)	BW (g)	BW gain (g)	EI (kcal)
L-P/C-HF	34.2±1.2	35.0±1.1	0.75±0.10	25.5±0.8	37.8±1.2	3.63±0.43	249.3±3.8
H-P/C-HF	35.7±1.2	35.7±1.2	0.01±0.11*	21.4±0.7*	37.7±1.3	1.98±0.38*	239.1±5.1

Data are mean ± sem, n = 12/group.

* p<0.05 vs. L-P/C-HF group. BW, body weight. EI, energy intake.

### Effects of exchanging carbohydrate for protein on whole body glucose tolerance

To assess whether the ratio of dietary protein to carbohydrate affects insulin sensitivity of DIO mice, an intraperitoneal glucose tolerance test (IPGTT) was performed after the 4-wk dietary treatment. As indicated in Table 2, H-P/C-HF feeding did not affect the peak glucose value or the area under the glucose curve during the IPGTT. Baseline insulin and peak insulin levels were also comparable in the two groups (Table 2). The overnight fasting blood glucose level was the only parameter which showed a trend to be lower in H-P/C-HF than in L-P/C-HF mice (Table 2).

**Table 2:** Results of intraperitoneal glucose tolerance test (IPGTT) in mice fed the L-P/C-HF or H-P/C-HF diet for 4-wk.

	*Baseline glucose (mg/dL)*	*Peak glucose (mg/dL)*	Glucose AUC (mg/dL*min)	*Baseline insulin (ng/mL)*	*Peak insulin (ng/mL)*
L-P/C-HF	104.5±11.3	463±24.4	31807±1577	0.72±0.16	1.19±0.22
H-P/C-HF	92.5±5.6§	464±27.5	29302±2047	0.59±0.14	0.95±0.13

Data are median ± semedian, n = 12/group.

§ 0.1>p>0.05. Peak blood glucose and peak plasma insulin levels were determined at 15 minutes after the glucose challenge.

### The Diet high in P/C ratio partially improved dyslipidemia in DIO mice

The plasma lipid profiles of mice fed two different HF diets were compared. After 2-d H-P/C-HF feeding, plasma triglyceride (TG) (Fig. 1A) and plasma free fatty acid (FFA) concentrations (Fig. 1B) were reduced, whereas total cholesterol (Fig. 1C) and plasma HDL cholesterol concentrations were unchanged (Fig. 1D). After 4-wk HF feeding, plasma TG and FFA concentrations increased regardless of the dietary P/C ratio (Fig. 1A and 1B). In contrast, plasma total cholesterol was lower in H-P/C-HF mice than in L-P/C-HF mice (Fig. 1C). Extending the L-P/C-HF feeding significantly increased plasma total cholesterol (from 127.01±7.17 mg/dL after 2-d to 163.96±10.60 mg/dL after 4-wk, p = 0.002), but this trend was not observed in H-P/C-HF mice (p = 0.28, Fig. 1C). Plasma HDL cholesterol displayed a different temporal pattern in response to H-P/C-HF feeding. At 2-d, the diet change had no effect on HDL cholesterol but 4-wk H-P/C-HF feeding significantly increased HDL cholesterol when compared with L-P/C-HF feeding (Fig. 1D). As a consequence, the plasma HDL cholesterol to total cholesterol ratio (HDL/total Chol) was markedly affected by both the dietary P/C ratio and feeding duration. In the L-P/C-HF group, the HDL/total Chol ratio was reduced from 53.2±4.4% after 2-d to 44.5±2.3% after 4-wk of feeding (p = 0.003), whereas the HDL/total Chol ratio in the H-P/C-HF fed mice remained similar (54.7±3.5% at 2-d vs. 63.8±5.1% at 4-wk, p = 0.178). At the end of the 4-wk study, the difference in HDL/tot Chol between the two groups was statistically significant (63.8±5.1% in H-P/C-HF group vs. 44.5±2.3% in L-P/C-HF group p<0.001). In contrast to plasma cholesterol, the liver total cholesterol concentration was not affected by the dietary P/C ratio nor by the duration of the treatment (Fig. 2A). Prolonged L-P/C-HF feeding caused accumulation of liver TG, which was prevented by H-P/C-HF feeding (Fig. 2B).

**Figure 1:**
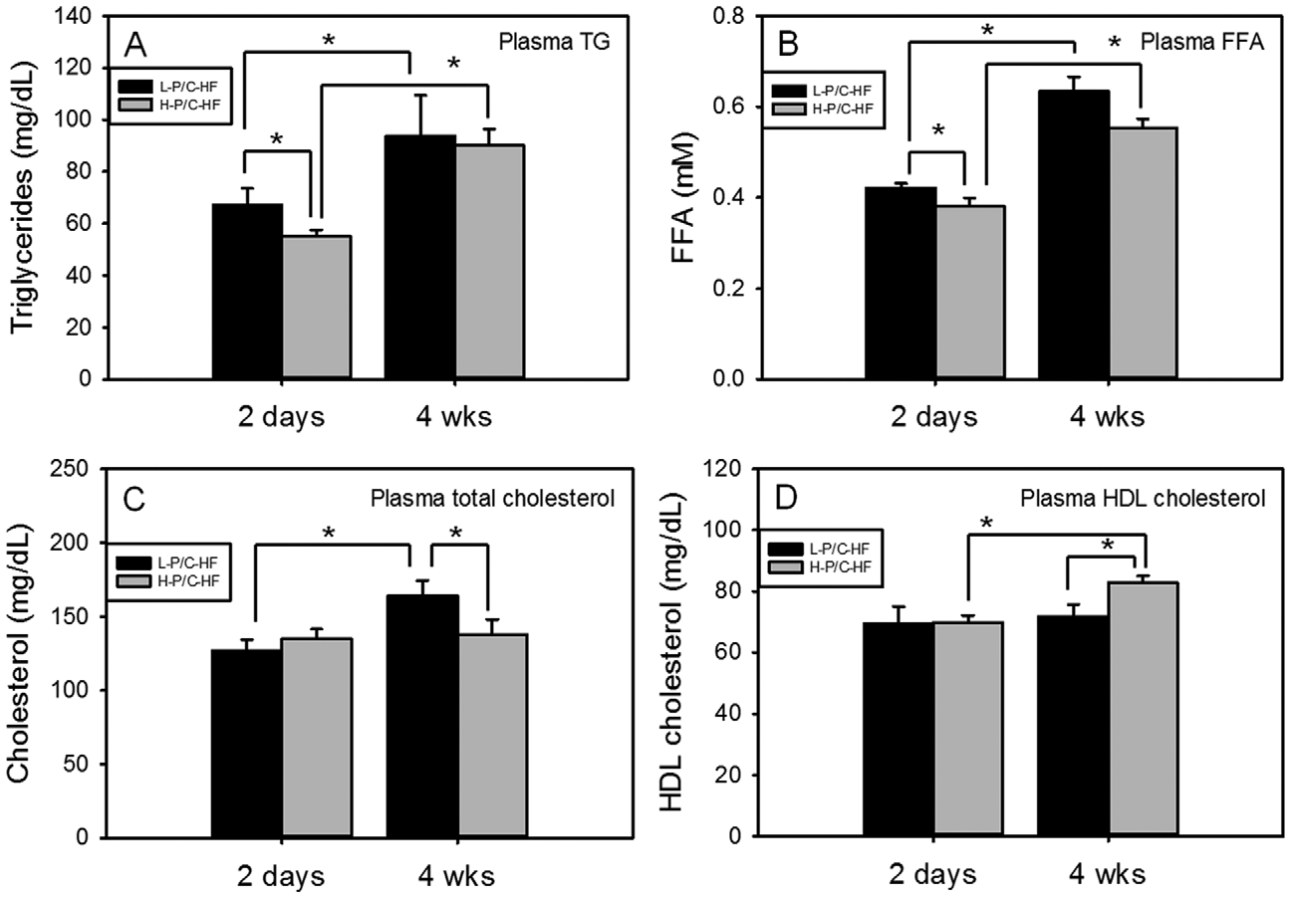
Amelioration of dyslipidemia by H-P/C-HF feeding. Plasma triglyceride (TG) (A), free fatty acids (FFA) (B), total cholesterol (C) and HDL cholesterol (D) concentrations in mice consuming the L-P/C-HF or the H-P/C-HF diet for 2-d and 4-wk. Data are median ± semedian, n = 12/group except for H-P/C-HF 2-d, n = 11. * p<0.05 by Wilcoxon test.

**Figure 2:**
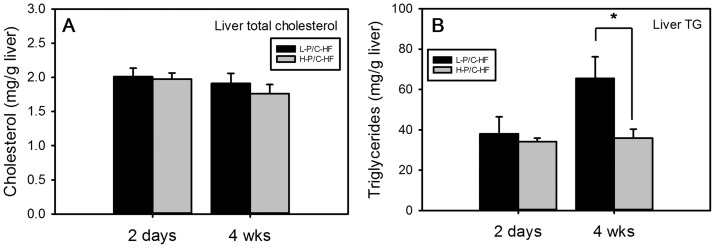
Accumulation of lipids in the liver of mice fed the L-P/C-HF or the H-P/C-HF diet. Total cholesterol (A) and triglycerides (TG) (B) in the liver of mice fed two different high-fat diets for 2-d and 4-wk. Data are median ± semedian, n = 12/group except for H-P/C-HF 2-d, n = 11. * p<0.05 by Wilcoxon test.

### Temporal responses of hepatic steroid metabolism genes to H-P/C-HF feeding

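Liver RNA from 48 mice was hybridised to Affymetrix mouse expression arrays, with 1 array per mouse and 12 mice in each of 4 groups. Mice were fed the L-P/C-HF diet, with 15% of energy as protein and 30% as carbohydrate, or the H-P/C-HF diet, with 30% as protein and 15% as carbohydrate, and both diets held 55% of energy as fat. The diets were switched on Day 72, the 2-d mice were killed on Day 74 and the 4-wk mice on Day 100 or 101, so that a longer duration also means older mice and another day of death. The deposited values are the authors' RMA output, in which background correction, normalization between arrays and a summary per probe set are already included, and their range is that of a log2 scale with 2 decimals. Array medians lay between 6.73 and 6.91, and the number of arrays limits the precision. The sample labels abbreviate the diets in another way than the paper does, and the label that names high protein was taken as H-P/C-HF. Array B25, of an H-P/C-HF 2-d mouse, was identified as an outlier by the quality tests of the paper and was left out of its final analysis, so values over the other 47 arrays (11 in that group) are given first and values with B25 included after them. Each of 45037 probe sets, which are all but the 64 controls, was tested in one limma fit of the 4 groups, two-sided and with Benjamini-Hochberg adjustment within each comparison, whereas the paper used one-way ANOVA followed by Global Error Assessment at an unadjusted threshold of 0.001. A gene or probe set is said to rise, fall or change where its adjusted p was under 0.05. Genes are named from the 34945 probe sets that carry 1 gene symbol, while 932 carry several and 9160 carry none. In addition, 32 gene lists were set before the data were examined, and 468 of their 526 members were matched, each through the brightest probe set of the gene among 18193 genes. The lists were written after the tables of the paper had been read, so the direction of a list is not independent evidence. Each list was tested by camera, a competitive test of a list against all other genes, with a preset correlation of 0.01 between genes and with adjustment over the 32 lists, and again with a correlation estimated from the arrays, which allows for genes that vary together from mouse to mouse.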

To investigate if the liver was involved in the changes of plasma cholesterol levels after H-P/C-HF feeding, we performed a global gene expression analysis using Affymetrix GeneChips. 

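After 2-d, the livers of H-P/C-HF mice held more mRNA of genes that break down amino acids. Slc7a2, a transporter of cationic amino acids, was measured on the dimmer of its probe sets that rose, at 10.06 ± 0.26 (log2, SD, n = 12) in L-P/C-HF mice and at 10.64 ± 0.21 (SD, n = 11) in H-P/C-HF mice, and 11 of 11 H-P/C-HF mice lay above the L-P/C-HF median. This is a log2 change of 0.58 (standard error 0.09, adjusted p = 0.0029 from limma), and with B25, which was at 10.38, it was 0.56 (adjusted p = 0.00445). On the brightest Slc7a2 probe set the levels were 12.16 ± 0.43 and 12.74 ± 0.21, and B25 was at 11.79, below the L-P/C-HF mean, and the adjusted p was 0.0272, and 0.210 with B25 included. Aldh1l1, an enzyme of folate metabolism that is abundant in liver, rose from 13.19 ± 0.17 to 13.50 ± 0.11 (log2 change 0.31, standard error 0.06, adjusted p = 0.0221 from limma), but with B25, at 13.17, the adjusted p was 0.0797. Of 35 measured genes of amino acid catabolism, 32 had a positive log2 change, 4 rose when adjusted over all 18193 genes and 20 rose when adjusted over the list alone (2 and 14 with B25 included, where 1 also fell over the list alone). Besides Aldh1l1, the genes that rose over all genes were Oat, which degrades ornithine (log2 change 0.44), Agxt, an aminotransferase of alanine and glyoxylate (0.43), and Ivd, an enzyme of leucine breakdown (0.32). Camera placed this list above other genes with adjusted p = 3.25e-32 (1.85e-21 with B25 included), and adjusted p = 0.0326 with an estimated correlation. All 8 measured genes of the urea cycle had a positive log2 change (7 with B25 included), 0 rose over all genes, where limma gave 3 at an unadjusted p under 0.05, and 3 rose when adjusted over the list alone (2 with B25 included), among them Cps1 (0.23) and Asl (0.33). The camera test of the urea cycle gave adjusted p = 1.84e-05 (5.50e-04 with B25 included), and adjusted p = 0.113 with an estimated correlation. Among 12 amino acid transporters 8 had a positive log2 change (6 with B25 included), and Slc7a2, through its brightest probe set, and Slc38a4 (0.26) rose over all genes, with 0 over all genes and 3 over the list alone when B25 was included, against 3 over the list alone without it, and camera gave adjusted p = 9.01e-04 (0.0397 with B25 included) and adjusted p = 0.173 with an estimated correlation. Dnase2a, which encodes a lysosomal DNase, fell by 1.19 on the log2 scale (standard error 0.23, adjusted p = 0.0272 from limma), from 8.80 ± 0.48 to 7.61 ± 0.51, and was at 7.05 in B25. In total 6 of 45037 probe sets changed, 4 up and 2 down (5 with B25 included, 2 up and 3 down; 0 by ordinary ANOVA, 1 with the replicate number as a factor and 23 after cyclic loess), namely 2 of Slc7a2, 1 each of Aldh1l1 and Dnase2a, and 2 that carry several gene symbols. At an unadjusted p under 0.001 there were 58, 37 higher and 21 lower, against 28 higher and 36 lower of 64 with B25 included and 26 higher and 23 lower of 49 after each array was centred on its median. Without A01, A09 and A24, the other arrays of low correlation, the adjusted p of Dnase2a at 2-d was 0.0938. The mean over the amino acid catabolism list per mouse, a test chosen after the data were examined, gave an adjusted p of 0.105 by permutation, the highest over the alternatives, of which the lowest was 3.99e-39.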

Two days after the diet switch, 412 transcripts (p<0.001) were found to be differentially expressed between the H-P/C-HF and L-P/C-HF groups (Table S2). Pathway analysis of the differentially expressed genes showed that the biosynthesis of steroids pathway was the most significant differentially regulated canonical pathway in the liver of H-P/C-HF mice (Table 3) where all of the differentially regulated genes in the steroid biosynthesis pathway were down-regulated (Fig. 3A). 

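Genes of cholesterol biosynthesis, the part of the steroid pathway that was listed here, lay lower in the H-P/C-HF liver after 2-d. Of 19 measured genes, 16 had a negative log2 change, and the median over the list was -0.23. Hmgcs1, which makes HMG-CoA from acetyl units, was at 11.40 ± 0.57 (SD, n = 12) in L-P/C-HF mice, 10.88 ± 0.39 (SD, n = 11) in H-P/C-HF mice and 10.65 in B25, a log2 change of -0.52 with 10 of 11 mice below the L-P/C-HF median. Hsd17b7, a later enzyme of the pathway, had a log2 change of -0.33. None of the 19 passed limma when adjusted over all 18193 genes, where 7 were lower and 1 was higher at an unadjusted p under 0.05, and 4 fell when adjusted over the list alone (7 with B25 included). By camera the list lay below other genes with adjusted p = 6.00e-10 (3.76e-09 with B25 included), and adjusted p = 0.196 with an estimated correlation. Averaged over the list, the level per mouse was 9.53 ± 0.41 in L-P/C-HF mice and 9.26 ± 0.23 in H-P/C-HF mice (9.06 in B25), and 8 of 11 H-P/C-HF mice lay below the L-P/C-HF median (p = 0.0616 by a permutation test chosen after the data were examined, adjusted p = 0.328 over the 32 lists). One L-P/C-HF mouse, A09, had the highest value of its group at 10.51. In the same comparison, 19 of 20 markers of Kupffer cells, the macrophages of the liver, had a negative log2 change with a median of -0.12 (adjusted p = 0.0014 from camera, and adjusted p = 0.698 with an estimated correlation).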

To find out which transcription factor might be responsible for the down-regulation of steroid biosynthesis genes, we performed upstream regulator analysis with the entire dataset. 

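After 2-d, 12 of 18 measured target genes of the nuclear receptors NR1I3 (CAR) and NR1I2 (PXR) had a positive log2 change, with a median of 0.06. The members with the smallest p were Gstt3, a glutathione transferase (log2 change 0.49, p = 0.00496 from limma), Fmo5, a flavin monooxygenase (0.25, p = 0.0132), Slco1a4, an organic anion transporter (0.38, p = 0.0135), and Gsta2, another glutathione transferase (0.78, p = 0.0173). None of the 18 passed over all genes or over the list alone, and limma gave 5 higher and 1 lower at an unadjusted p under 0.05. Camera placed the list above other genes with adjusted p = 0.0345, and adjusted p = 0.733 with an estimated correlation, while with B25 included the adjusted p was 0.200. Without A01, A09 and A24 the direction of the gene list CAR and PXR targets 2-d turned, with an adjusted p of 0.968 (from 0.0143 to 1 over the alternatives). Of 8 measured AHR targets 5 had a positive log2 change (median 0.10), and the list did not pass (adjusted p = 0.169 from camera and 0.172 with B25 included). Of 23 measured genes of fatty acid synthesis and lipogenesis, many of them targets of SREBF1, 17 had a negative log2 change. Among these, Fasn, the fatty acid synthase, was at 11.19 ± 0.45 (SD, n = 12) in L-P/C-HF mice, 10.65 ± 0.38 (SD, n = 11) in H-P/C-HF mice and 10.54 in B25, and Me1, the cytosolic malic enzyme, had a log2 change of -0.51 with 11 of 11 H-P/C-HF mice below the L-P/C-HF median. None of the 23 passed limma over all genes, with 5 lower at an unadjusted p under 0.05, and 2 fell when adjusted over the list alone, also with B25 included. The lipogenesis list lay below other genes with adjusted p = 7.45e-04 from camera (1.68e-04 with B25 included), and adjusted p = 0.578 with an estimated correlation.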

Globally, AHR and NR1I3 were predicted “active” and SREBF2, SREBF1 and CEBPB were predicted “inhibit” (Table S3). 

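Sqle, the squalene epoxidase, lay lower in the H-P/C-HF liver after 2-d. Its level was 8.95 ± 1.05 (SD, n = 12) in L-P/C-HF mice, 8.15 ± 0.50 (SD, n = 11) in H-P/C-HF mice and 8.23 in B25, a log2 change of -0.80 (standard error 0.28, p = 0.00659 from limma; -0.79 with B25 included), and 10 of 11 H-P/C-HF mice lay below the L-P/C-HF median. Fdps, the farnesyl diphosphate synthase, was at 10.66 ± 0.65 and 9.99 ± 0.52 in the same groups and at 9.65 in B25 (log2 change -0.67, standard error 0.22, p = 0.00307; -0.70 with B25 included), with 8 of 11 mice below. For Idi1, an isomerase that acts before Fdps, the values were 9.56 ± 0.88, 8.96 ± 0.51 and 9.00 in B25 (log2 change -0.60, p = 0.0203). Lss, the lanosterol synthase, differed by -0.26 (p = 0.0147, 10 of 11 mice below) and Fdft1, the squalene synthase, by -0.23 (p = 0.0369). Mvd, which decarboxylates mevalonate diphosphate, differed by -0.16 (p = 0.114) and was at 5.97 in B25. The brightest Sc5d probe set differed by -0.18 (p = 0.0678) with 10 of 11 mice below, and a further one that Table S2 lists had a fold of -1.34. All these p-values are unadjusted, and over 45037 probe sets none of these genes passed limma, also with B25 included. The spread of Sqle in L-P/C-HF mice was wide, and its difference was smaller than that SD. Without A01, A09 and A24 the log2 changes were smaller, at -0.56 for Sqle at 2-d, -0.57 for Fdps at 2-d, -0.45 for Idi1 at 2-d, -0.17 for Lss at 2-d and for Fdft1 at 2-d, and -0.06 for Mvd at 2-d.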

Semantic relationship analysis showed that *Sqle* (−1.73), *Fdps* (−1.63), *Fdft1* (−1.28), *Mvd* (−1.22), *Lss* (−1.22), *Sc5d* (−1.34), and *Idi1* (−1.58) were direct targets of SREBF1 and 2 (Fig. 3A). In addition, the expression of *Srebf2* was significantly reduced (−1.24) in the H-P/C-HF liver, further suggesting the important role of SREBF2 in down-regulation of steroid biosynthesis genes.

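Srebf2 encodes the transcription factor that activates genes of cholesterol synthesis and uptake, and both of its probe sets lay lower in the H-P/C-HF liver after 2-d. The brighter probe set was at 9.42 ± 0.12 (SD, n = 12) in L-P/C-HF mice, 9.23 ± 0.12 (SD, n = 11) in H-P/C-HF mice and 9.28 in B25, with 10 of 11 mice below the L-P/C-HF median (log2 change -0.18, p = 0.00355 from limma, adjusted p = 0.745 over all genes). The other was at 8.30 ± 0.32, 8.03 ± 0.15 and 7.54 in B25, with 11 of 11 mice below (-1.20 fold, p = 0.0038, and p = 0.00117 with B25 included). The difference in the brighter probe set was larger than the SD of either group, but neither probe set passed the adjustment. Of 12 measured genes of cholesterol uptake and of the regulation of SREBF2, 8 had a negative log2 change (10 with B25 included) with a median of -0.01, 0 passed over all genes and 1 fell over the list alone. Camera gave this list adjusted p = 0.112, and adjusted p = 0.698 with an estimated correlation, while with B25 included it lay below other genes (adjusted p = 0.0416, with a range of 0.0143 to 1 over the alternatives).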

**Figure 3:**
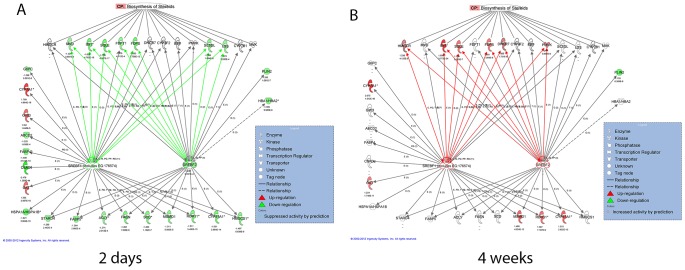
Effect of H-P/C-HF feeding on the expression of selected SREBF1 and 2 target genes. Upstream regulator analyses were performed using all of the differentially regulated genes between the two diet groups; only SREBF1 and 2 showed relevant connections to the steroid biosynthesis genes. Differentially regulated SREBF1 and 2 target genes at either time point were selected for building a relationship network, Down-regulated genes after 2-d H-P/C-HF feeding are shown in (A), and up-regulated genes after 4-wk H-P/C-HF feeding are shown in (B). Genes and the steroid biosynthesis pathway are represented as nodes. The red and green colors indicate up- and down-regulation in the H-P/C-HF compared with the L-P/C-HF group, respectively. Fold change of differentially regulated genes is indicated by the number below the gene name. Red and green lines connecting from SREBF1 and 2 to different nodes indicate positive and negative contributions, respectively. Red and green border colors of SREBF1 and 2 indicate the putative transcription activity as “active” and “inhibit”, respectively. The image was created using Ingenuity Pathways Analysis software.

**Table 3:** Top 5 differentially regulated canonical pathways between H-P/C-HF and L-P/C-HF feeding for 2-d.

Ingenuity Canonical Pathways	−log(p-value)	Molecules
Biosynthesis of Steroids	6.86E00	MVD,FDPS,SQLE,FDFT1,IDI1,LSS,SC5DL
Alanine and Aspartate Metabolism	5.05E00	ASS1, GPT, CRAT, GOT1, ASNS, AGXT, ASL
Fatty Acid Metabolism	4.72E00	ALDH1B1, Cyp2b13/Cyp2b9, ACSL3, ACADL, Cyp4a14, CYP2A6 (includes others), CYP1A2, ACOX1, CYP2B6, SDS, CYP51A1, CYP1B1
LPS/IL-1 Mediated Inhibition of RXR Function	4.52E00	ALDH1B1, ACSL3, FMO2, ACOX1, GSTA5, SLCO1A2, GSTT2/GSTT2B, Cyp4a14, CYP2A6 (includes others), FABP5, SULT1A1, CYP7A1, FABP4, CYP2B6, HMGCS1
Tryptophan Metabolism	4.4E00	AFMID, ALDH1B1, Cyp2b13/Cyp2b9, CYP2A6 (includes others), CYP1A2, CYP2B6, INMT, SDS, CYP51A1, KYNU, CYP1B1

At 4-wk, 330 transcripts were differentially regulated (p<0.001) between the two diet groups (Table S4) and the biosynthesis of steroids pathway was still one of the most differentially regulated canonical pathways in the H-P/C-HF liver (Table 4). In contrast with the 2-d results, all differentially regulated steroid biosynthesis genes (*Hmgcr*, *Idi1*, *Fdps*, *Sqle*, *Dhcr7 and Pmvk*), including *Hmgcr* - that is the gene encoding the rate limiting enzyme for cholesterol biosynthesis - were up-regulated at 4-wk..Upstream regulator analysis indicated that SREBF2, SREBF1, SIRT2, FOXO1, EGR2, PPARGC1B were predicted “active”, whereas PPARA, CEBPE, HMGA1and WT1 were predicted “inhibit” (Table S5). 

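At 4-wk, markers of liver macrophages lay lower in H-P/C-HF mice and genes of amino acid breakdown lay higher. Of 20 measured markers of Kupffer cells and macrophages, 19 had a negative log2 change, with a median of -0.30. Marco, a macrophage scavenger receptor, was at 7.93 ± 0.81 (SD, n = 12) in L-P/C-HF mice and 7.31 ± 0.46 (SD, n = 12) in H-P/C-HF mice, and Adgre1, the macrophage marker F4/80, was at 9.03 ± 0.47 and 8.65 ± 0.31, with 12 of 12 H-P/C-HF mice below the L-P/C-HF median. The list had 7 members that fell when adjusted over the list alone and 0 over all genes, where limma gave 9 lower at an unadjusted p under 0.05, and camera gave adjusted p = 6.54e-16, with adjusted p = 0.178 with an estimated correlation. Of the 35 genes of amino acid catabolism 27 had a positive log2 change, and 2 rose over the list alone, Agxt (0.32) and Oat (0.29), each with 11 of 12 mice above the L-P/C-HF median. Camera gave adjusted p = 7.22e-10 for this list, with adjusted p = 0.295 with an estimated correlation. Among the 12 amino acid transporters 10 had a positive log2 change (adjusted p = 2.64e-05 from camera, and adjusted p = 0.0582 with an estimated correlation), and among the 8 genes of the urea cycle 7 did (adjusted p = 0.00179, and adjusted p = 0.253 with an estimated correlation). The smallest p of the comparison belonged to Tm7sf2, a sterol reductase, which was at 10.57 ± 0.19 in L-P/C-HF mice and 10.95 ± 0.14 in H-P/C-HF mice, with 12 of 12 above the L-P/C-HF median (p = 5.06e-06, adjusted p = 0.228 from limma). After adjustment, none of the 45037 probe sets passed ordinary one-way ANOVA and 281 passed with a pooled error. At the unadjusted threshold of 0.001 in the paper's methods, these tests gave 32 and 386. None passed limma over the 47 arrays, with 1243 at an unadjusted p under 0.05. With array weights 10 passed, 2 higher and 8 lower. With the replicate number as a factor 2 passed, and after cyclic loess 1 did, while the other limma fits gave none. By limma 27 had an unadjusted p under 0.001, 8 higher and 19 lower. These counts were 10 and 14 after median centring, 23 and 24 after cyclic loess normalization, and 37 and 101 with array weights. B25 is not a 4-wk array, and with B25 in the fit the counts were 0 after adjustment and 26 at an unadjusted p under 0.001.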

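Genes of cholesterol biosynthesis lay higher in the H-P/C-HF liver after 4-wk, with a positive log2 change in 17 of 19 and a median of 0.22. Idi1 was at 9.34 ± 0.56 (SD, n = 12) in L-P/C-HF mice and 10.11 ± 0.55 (SD, n = 12) in H-P/C-HF mice, and 10 of 12 H-P/C-HF mice lay above the L-P/C-HF median (log2 change 0.77, standard error 0.25, p = 0.0029 from limma). Dhcr7, the last reductase of the pathway, was at 9.39 ± 0.38 and 9.79 ± 0.38 (0.40, p = 0.0306), and Pmvk, the phosphomevalonate kinase, at 7.93 ± 0.47 and 8.29 ± 0.33 (0.36, p = 0.019), with 11 of 12 mice above. The differences in Sqle (0.41, p = 0.143) and in Fdps (p = 0.0889) were within the spread between mice. Nsdhl (0.39, p = 0.00283) and Cyp51 (0.59, p = 0.0137), both enzymes between lanosterol and cholesterol, also lay higher. Over all genes 0 passed limma, with 8 higher at an unadjusted p under 0.05, and 3 rose when adjusted over the list alone (5 with B25 in the fit). Camera gave adjusted p = 6.38e-18, and adjusted p = 0.0582 with an estimated correlation. Averaged over the list, the level per mouse was 9.50 ± 0.26 in L-P/C-HF mice and 9.78 ± 0.26 in H-P/C-HF mice (p = 0.0145 by permutation, adjusted p = 0.214), and 8 of 12 H-P/C-HF mice were above the L-P/C-HF median. Of 26 measured targets of PPARA and genes of fatty acid oxidation, 21 had a negative log2 change with a median of -0.04, 0 passed over all genes or over the list alone, and camera gave an adjusted p of 0.068, which was 0.00174 without A01, A09 and A24 (from 3.89e-04 to 0.728 over the alternatives). Markers of Kupffer cells lay lower in the same mice.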

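Srebf1, which encodes the factor that drives lipogenic genes, was at 11.81 ± 0.31 (log2, SD, n = 12) in L-P/C-HF mice and 11.69 ± 0.27 (SD, n = 12) in H-P/C-HF mice after 4-wk, a difference of -0.12 that was within the spread between mice (p = 0.276 from limma). The brighter Srebf2 probe set was at 9.33 ± 0.17 and 9.22 ± 0.11, with 10 of 12 H-P/C-HF mice below the L-P/C-HF median (p = 0.0732), and the other was at 8.30 ± 0.17 and 8.28 ± 0.15. Among lipogenic genes 12 of 23 had a positive log2 change, and only Fads1, a fatty acid desaturase, rose when adjusted over the list alone over the 47 arrays (0.32, 11 of 12 mice above), with 0 when B25 was in the fit. The list did not pass camera at 4-wk (adjusted p = 0.177). Of the genes of cholesterol uptake and of the regulation of SREBF2, 7 of 12 had a positive log2 change, and the adjusted p of that list was 0.489.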

Putative transcriptional activities of SREBF1 and 2 coincided with the up-regulation of many steroid biosynthesis genes, which suggests the functional importance of both transcription factors in mediating the changes of steroid biosynthesis after H-P/C-HF feeding.

**Table 4:** Top 5 differentially regulated canonical pathways between H-P/C-HF and L-P/C-HF feeding for 4-wk.

Ingenuity Canonical Pathways	−log(p-value)	Molecules
Biosynthesis of Steroids	5.88E00	FDPS, SQLE, DHCR7, PMVK, IDI1, HMGCR
Complement System	5.11E00	CFD, MBL2, C1QC, C1QA, C1QB, C3AR1
Glycine, Serine and Threonine Metabolism	4.52E00	SRR, GNMT, ELOVL2, ALAS1, GOT1, GNA14, CTH, AGXT
LPS/IL-1 Mediated Inhibition of RXR Function	3.95E00	ALDH1B1, ABCG5, Cyp4a14, NR0B2, NR1I2, ACOX1, GSTA5, CYP7A1, CD14, ALAS1, FMO5, ACSL1
Fatty Acid Metabolism	3.79E00	ALDH1B1, CYP3A43, CYP1A1 (includes EG:13076), Cyp4a14, CYP4A22, ACOX1, Cyp2c70, ACSL1, CYP51A1

### Persistent up-regulation of *Cyp7a1*by H-P/C-HF feeding

In contrast to the temporal expression pattern of steroid biosynthesis genes, *Cyp7a1* expression was persistently up-regulated in the H-P/C-HF liver regardless of the duration of feeding (Fig. 4A and 4B). 

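Cyp7a1, the rate-limiting enzyme of the classic pathway of bile acid synthesis, lay higher in H-P/C-HF mice at both durations. After 2-d its brightest probe set was at 10.81 ± 0.57 (SD, n = 12) in L-P/C-HF mice, 11.56 ± 0.56 (SD, n = 11) in H-P/C-HF mice and 11.36 in B25, and 10 of 11 H-P/C-HF mice lay above the L-P/C-HF median. The log2 change was 0.75 (standard error 0.25, p = 0.00472 from limma), and 0.73 with B25 included. After 4-wk the levels were 10.32 ± 0.73 and 11.30 ± 0.71 (SD, n = 12 each), with 11 of 12 H-P/C-HF mice above the L-P/C-HF median, a log2 change of 0.98 (standard error 0.25, p = 2.46e-04). The second Cyp7a1 probe set gave folds of 1.81 after 2-d and 2.12 after 4-wk. On the brightest probe set both differences exceeded the SD within groups, but neither passed the adjustment over 45037 probe sets (adjusted p = 0.999 at 4-wk from limma), except at 4-wk with array weights, where the log2 change of Cyp7a1 at 4-wk was 1.12 (adjusted p = 0.0394), and at both durations with the pooled error. Of 17 measured genes of bile acid synthesis, 13 had a positive log2 change at 2-d (10 with B25 included) and 8 at 4-wk, and the list did not pass camera at either duration (adjusted p = 0.195 and 0.226). None of the 17 passed over all genes at 2-d or 4-wk, where limma gave 1 and 2 at an unadjusted p under 0.05, and over the list alone 2 rose at 4-wk, Cyp7a1 among them.

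**Figure D1:**
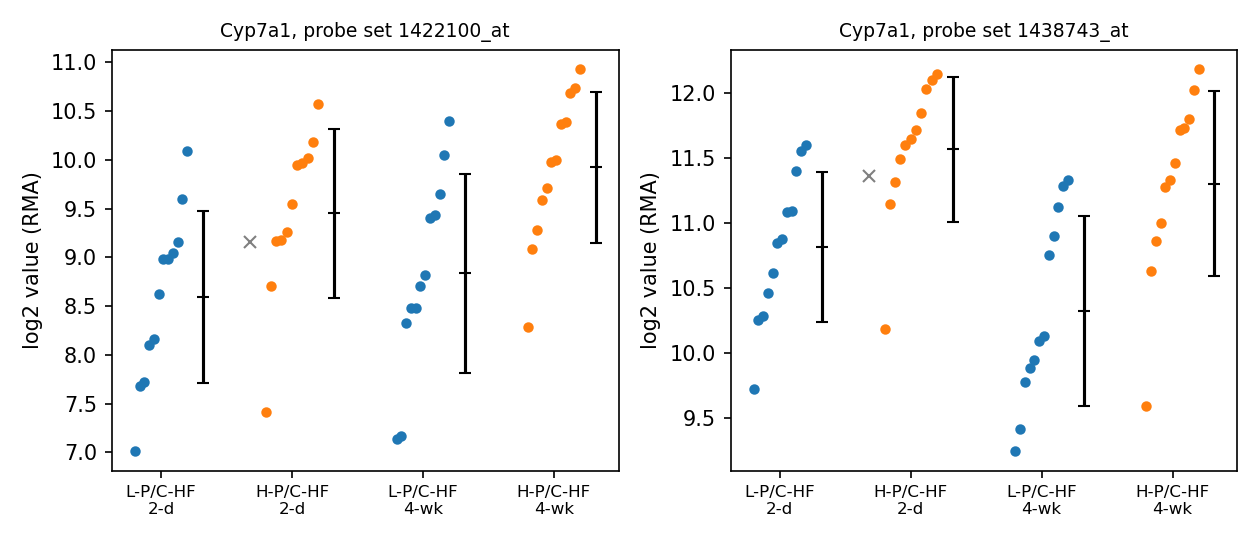
Log2 level (vertical axes) of both Cyp7a1 probe sets, the brightest at the right, in each mouse of the 4 groups (horizontal axes). Points are mice, ordered by value within a group, bars give the mean ± SD without B25, and B25 is the grey cross, at 9.16 at the left and 11.36 at the right; after 4-wk 11 of 12 H-P/C-HF mice lie above the L-P/C-HF median on each.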

Cyp7a1 belongs to the Cyp450 family and its function is to add a hydroxyl moiety to the 7α position of cholesterol. This enzymatic activity is the rate limiting step for converting cholesterol to bile acids and is important for cholesterol homeostasis [17]. In the liver, the expression of *Cyp7a1* is transcriptionally regulated by many factors including FOXO1 [18], LRH-1 [19], LXRα [20], HNF-4α [21], Onecut1 (HNF-6) [22], NR0B2 [23], [24] and others. However, the responsible transcription regulator(s) that mediate the expression of *Cyp7a1* in the present study were not clear. To answer the question, we selected the transcription regulators that had a statistically significant relationship (p<0.05) with *Cyp7a1* gene expression from semantic relationship analyses. The transcription regulators that are known to activate or inhibit *Cyp7a1* gene expression were placed above or below *Cyp7a1*, respectively. Then, the activity of each transcription regulator was predicted according to upstream regulator analysis and the outcomes were overlaid on the existing relationships with *Cyp7a1*. Illustrated in Fig. 4A, NR1I3 (LXRα) and SREBF1 were predicted to control *Cyp7a1* gene expression after 2-d H-P/C-HF feeding, and the state of NR1I3 and SREBF1 was predicted as “active” and “inhibit” according to upstream regulator analysis, respectively. 

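The mRNA of these regulators did not differ between the diets after 2-d by more than the spread between mice. Nr1i3, which encodes the nuclear receptor CAR, was at 10.61 ± 0.32 (SD, n = 12) in L-P/C-HF mice, 10.69 ± 0.29 (SD, n = 11) in H-P/C-HF mice and 10.05 in B25 (log2 change 0.09, p = 0.446 from limma; 0.03 with B25 included). Nr1h3, which encodes LXRα, was at 9.62 ± 0.31, 9.63 ± 0.12 and 9.00 in B25, a log2 change of 0.01 (p = 0.911) that was -0.04 with B25 included. Srebf1 was at 11.53 ± 0.36, 11.61 ± 0.15 and 11.16 in B25 (0.08, p = 0.499). These are transcript levels and do not measure the activity of the proteins.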

Because NR1I3 is known to positively induce *Cyp7a1* gene expression, whereas SREBF1c is known to negatively regulate it [20], [25], up-regulation of *Cyp7a1* can be explained by a direct activation by NR1I3 and reduced inhibition by SREBF1. After 4-wk of H-P/C-HF feeding, FOXO1, Onecut1, NR1I2, NR0B2 and PROX1 were predicted to have a functional relationship with *Cyp7a1* gene expression. Positive regulators including FOXO1 and Oncecut1 were predicted to be active and Onecut1 mRNA expression was up-regulated in the H-P/C-HF liver. 

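Onecut1, a liver transcription factor also called HNF6, was at 8.27 ± 0.62 (SD, n = 12) in L-P/C-HF mice and 8.80 ± 0.68 (SD, n = 12) in H-P/C-HF mice after 4-wk. The log2 change was 0.54 (p = 0.0561 from limma, adjusted p = 0.999), with 9 of 12 H-P/C-HF mice above the L-P/C-HF median, and was smaller than the SD of either group. A further Onecut1 probe set, the one in Table S4, had a fold of 1.44. Foxo1, a factor that insulin signalling restrains, was at 9.86 ± 0.29 and 9.88 ± 0.21 (0.02, p = 0.844). Other regulators of bile acid synthesis also showed no difference beyond the spread, with log2 changes of -0.03 for Nr5a2 (p = 0.747) and 0.02 for Hnf4a (p = 0.742).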

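Nr0b2, which encodes the corepressor SHP, was lower in H-P/C-HF mice after 4-wk, at 9.89 ± 0.30 (SD, n = 12) in L-P/C-HF mice and 9.45 ± 0.41 (SD, n = 12) in H-P/C-HF mice. Its log2 change was -0.43 with 11 of 12 H-P/C-HF mice below the L-P/C-HF median, at p = 0.0025 and adjusted p = 0.999 from limma. Nr1i2, the gene of the nuclear receptor PXR, was at 9.60 ± 0.22 and 9.38 ± 0.26 on its brightest probe set (-0.22, p = 0.0333, 9 of 12 mice below). For Prox1, a homeobox factor that can repress bile acid synthesis, the brightest probe set differed by -0.11 (p = 0.393), and the probe set of Table S4 was at 7.23 ± 0.33 and 7.00 ± 0.34 with a fold of -1.18. None of the 3 genes passed the adjustment over all probe sets.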

The state of negative regulators, NR1I2 (PXR), NR0B2 (SHP) and PROX1 were predicted as “inhibit”. Altogether, bioinformatic analyses indicated that up-regulation of *Cyp7a1* gene expression after 4-wk H-P/C-HF feeding is connected to the enhanced transcriptional activation by FOXO1 and Onecut1 and the reduced transcriptional suppression by NR1I2, NR0B2 and PROX1.

**Figure 4:**
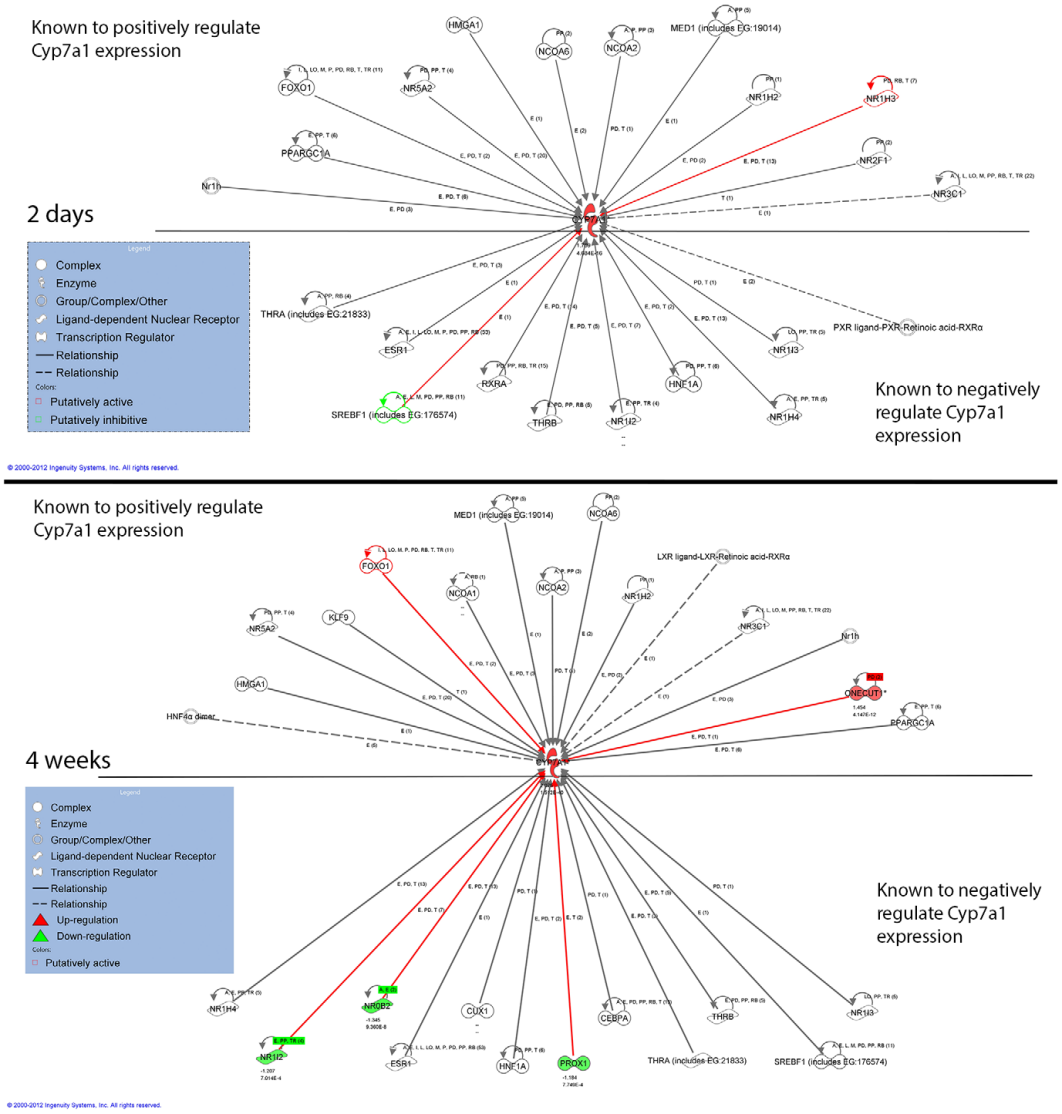
A model of Cyp7a1 regulation by H-P/C-HF feeding. Graphic illustration of a network of transcription regulators and *Cyp7a1* in the H-P/C-HF group compared with the L-P/C/HF group after 2-d (A) and 4-wk (B) of treatment. All transcription regulators that had statistically significant association with *Cyp7a1* in the present datasets were selected to build a network. Genes are represented as nodes and the expression levels of genes were overlaid on the network of nodes. Node color indicates the direction of regulation, green for down- and red for up-regulation. Fold change of differentially regulated genes is indicated by the number below gene name. Lines in between genes represent known interactions and the red color lines indicated the positive contributions. Red and green border colors of nodes indicate the putative transcription activity as “active” and “inhibit”, respectively. The image was created using IPA software.

## Discussion

In the present study, we investigated the effect of the protein-to-carbohydrate ratio of HF diets on cholesterol metabolism, body weight and glucose tolerance in mice. Our results agree with much of the literature demonstrating that higher amounts of dietary protein suppresses body weight gain [26], [27], [28], [29]. Also in agreement with data by Ratnayake et al. [12], our results showed that 4-wk of H-P/C-HF feeding resulted in lower plasma total cholesterol and increased HDL cholesterol. Novel findings of the present study are two folds. 

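The change with diet of the cholesterol synthesis genes was tested directly for a difference between durations. The diet effect at 4-wk minus that at 2-d was positive for 17 of 19 genes (18 with B25 included), with a median of 0.46 on the log2 scale, and 13 of them passed when adjusted over the list alone. For Idi1 the difference of effects was 1.37 (p = 2.84e-04 from limma), for Sqle 1.21 (p = 0.00348), for Cyp51 1.06 (p = 0.00232), for Fdps 1.03 (p = 0.00119) and for Lss 0.46 (p = 0.00243). Over all genes 0 passed limma, in which 733 of 45037 probe sets had an unadjusted p under 0.05. Camera gave adjusted p = 4.51e-35 for the list and adjusted p = 0.00293 with an estimated correlation, so this call held with both. The list mean per mouse gave a difference of effects of 0.55 (p = 5.80e-04 by permutation, adjusted p = 0.0186 over the 32 lists). Without A01, A09 and A24 that difference was 0.41. The diet effect on Kupffer markers also differed between durations by the preset test, with a median of -0.18 (adjusted p = 0.0023, and adjusted p = 0.859 with an estimated correlation).

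**Figure D2:**
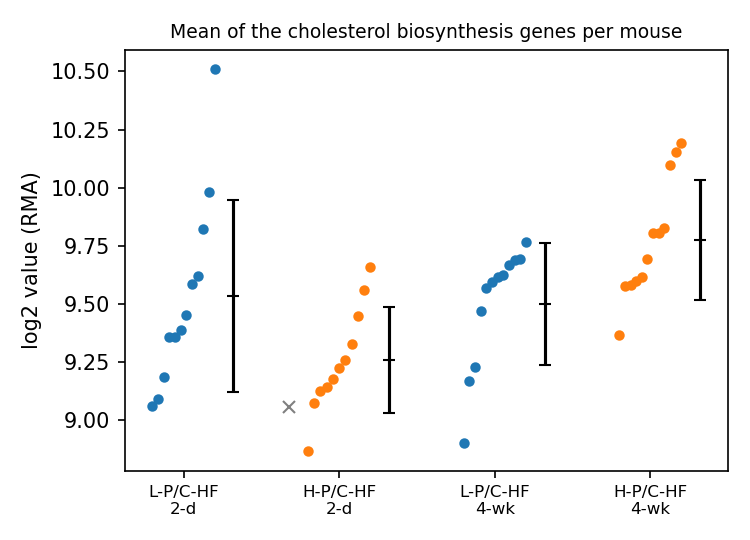
Mean log2 level over the 19 measured cholesterol biosynthesis genes (vertical axis) in each mouse of the 4 groups (horizontal axis). Points are mice, ordered by value within a group, bars give the mean ± SD without B25, and B25 is the grey cross at 9.06; the group means are 9.53 and 9.26 after 2-d and 9.50 and 9.78 after 4-wk for L-P/C-HF and H-P/C-HF.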

First, in response to the increased dietary protein-to-carbohydrate ratio, genes in the steroid biosynthesis pathway displayed complex time-dependent bi-directional expression patterns with an initial down-regulation followed by a later up-regulation. Predicted transcriptional activity of SREBF1 and 2 coincided with the expression levels of all differentially expressed steroid biosynthesis genes. Second, hepatic *Cyp7a1* gene expression was persistently up-regulated regardless of the duration of H-P/C-HF feeding, but two unique sets of transcription regulators were connected to the expression of Cyp7a1 at 2-d and 4-wk of H-P/C-HF feeding. 

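The difference between the durations in the diet effect on Cyp7a1 was 0.23 on the log2 scale (standard error 0.35, p = 0.521 from limma; 0.25 with B25 included), which does not show that the effects were alike. Without A01, A09 and A24 the log2 change of Cyp7a1 at 2-d was 0.58 and that of Cyp7a1 at 4-wk 1.07, and with array weights they were 0.62 and 1.12. For its regulators, the corresponding difference was -0.19 for Nr0b2 (p = 0.327), 0.64 for Onecut1 (p = 0.11) and -0.29 for Nr1i2 (p = 0.0479), and none passed the adjustment. Across all probe sets, the log2 changes with diet at 2-d and 4-wk correlated with r = 0.259, which is a correlation across probe sets that are not independent replicates. By limma no probe set passed the adjustment at both durations. At an unadjusted p under 0.001, 7 were shared, 3 higher and 4 lower in each, where independent lists would share 0.0348. By ordinary ANOVA 0 were shared at that threshold, and with a pooled error 97 were, 13 of them in opposite directions. The paper reasons from the lower steroid biosynthesis transcripts at 2-d and the higher ones at 4-wk. To these it adds the predicted states of SREBF1 and SREBF2 (Fig. 3) and the reduced Srebf2 mRNA at 2-d. It proposes that both factors mediate the change. For Cyp7a1 the paper sets the transcript beside the regulators whose activity was predicted at each duration (Fig. 4A and 4B). Among these, the paper also reports higher Onecut1 mRNA at 4-wk. It reports that different sets of regulators were connected to Cyp7a1 expression at 2-d and at 4-wk. It calls it possible that these sets brought about the up-regulation.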

Through the combination of physiological measurements and bioinformatic analyses of global gene expression data, our results indicate that both hepatic steroid and bile acid metabolic pathways were physiological targets of high-protein feeding. Moreover, the increased bile acid production is a novel hypothesis that should be further studied when assessing the risk of negative cardiovascular outcomes with long-term consumption of high-protein, high-fat diets.

### Effect of exchanging carbohydrate for protein on cholesterol homeostasis

One of the novel and unexpected findings of the present study is the biphasic expression pattern of steroid biosynthesis genes during the course of H-P/C-HF feeding. In response to acute or chronic H-P/C-HF feeding, SREBF1 and 2 were predicted to be the key transcription regulators. SREBFs are helix-loop-helix leucine zipper transcription factors and bind to specific *cis* elements of the target genes of which many of them are important for lipid metabolism [30]. In mammals, SREBF1 and 2 are encoded in different genes, and distinctive promoters and alternative splicing give rise to SREBF1a and SREBF1c from the SREBF1 gene [31]. SREBF1a and 1c preferentially activate the transcription of fatty acid biosynthesis genes, whereas SREBF2 mainly enhances the expression of cholesterol biosynthesis genes [32]. However, the target genes of both transcription factors are not mutually exclusive as SREBF1 and SREBF2 have been reported to regulate the expression of cholesterol and fatty acid biosynthesis genes [33], [34]. The lack of specificity of these transcription factors to steroid biosynthesis genes can explain why both SREBF1 and 2 were predicted to mediate the changes in the expression of steroid biosynthesis genes in the present study.

SREBF2-dependent cholesterol biosynthesis is controlled by complex cellular regulation, and cholesterol binding to regulatory proteins and posttranslational modifications of SREBF2 are two important steps which are required to activate SREBF2 [35]. Upon the demand of *de novo* cholesterol synthesis, inactive SREBF2 anchoring at the endoplasmic reticulum (ER) has to be processed and translocated to the nucleus to activate the transcription of target genes [36], [37]. One of the key steps governing the activation of SREBF2 is the cholesterol concentration of ER membranes. When ER cholesterol level falls below 5% of total polar lipids, the SREBF complex escorted by the SREBP cleavage-activating protein, SCAP, is transported from the ER to the Golgi apparatus [38], a key commitment step for activating SREBF2. In the present study, coordinated SREBF2 transcriptional activities and the time-dependent biphasic expression of steroid biosynthesis genes suggest that the cholesterol concentration of the ER is modified by the increased dietary protein-to-carbohydrate ratio. However, the ER cholesterol concentration was not determined and future studies are needed to validate this hypothesis.

In addition to *de novo* cholesterol biosynthesis, the balance of cellular cholesterol is regulated by uptake and export mechanisms in cells. Conversion of cholesterol to bile acids is one of the major routes for reducing cellular cholesterol concentrations and is critical for excreting cholesterol from the body [39]. Thus, the activity of Cyp7a1 that controls the rate-limiting step of bile acid biosynthesis using cholesterol as a substrate is important for maintaining whole body cholesterol homeostasis. This argument is supported by the fact that overexpression of *Cyp7a1* in mice resulted in elevated bile acid production and simultaneous reductions of plasma VLDL, IDL and LDL cholesterol and elevations in plasma HDL cholesterol [40]. In the present study, persistent up-regulation of *Cyp7a1* following H-P/C-HF feeding increased the bile acid concentration and simultaneously depleted cellular cholesterol which in the long-term could trigger the SREBF2-dependent up-regulation of cholesterol biosynthesis genes. Recently, Bortolotti et al. showed that the consumption of a high-protein, high-fat diet coincided with significant increases in circulating bile acids in humans [41], an observation that is relevant to the results of our transcriptomic analyses.

### Physiological impact of a high P/C ratio diet on body weight and glucose tolerance in mice

H-P/C-HF feeding significantly reduced body weight gains, but body weights at sacrifice were similar in both diet groups. The lack of difference in body weights is likely due to the following reasons. First, mice assigned to H-P/C-HF group were slightly heavier than control mice before feeding started. Second, the feeding duration was too short to demonstrate the effect of increasing dietary protein. In a study in which mice were fed experimental diets for 70 days, both body weight and weight gains were greater in mice fed a high-carbohydrate, high-fat diet than mice fed a low-carbohydrate, high-fat diet [42]. Third, high-protein feeding increases muscle protein synthesis [43], which may offset the weight loss effect of a high-protein diet. A future study aiming to measure the body composition of the mice after the high-protein diet feeding will be needed to confirm this hypothesis.

Recently, the effects of dietary protein on insulin sensitivity have been evaluated. In contrast to the anti-obesity effect, it remains controversial whether a high-protein diet improves insulin sensitivity. On one hand, feeding a high-protein diet for 6 months or longer induces insulin resistance in healthy non-obese individuals [44] and rats [45] leading to the argument that high-protein intake causes detrimental effects on glucose homeostasis by increasing insulin resistance [46], while on the other, eating a high-fat, high-protein diet for 5 weeks reduced plasma glucose, insulin, glucagon and triglyceride concentrations in weight stable type 2 diabetic patients [47]. The latter study is especially important because the experimental diet was high in fat and protein, and the data suggest that the levels of protein in such a diet can overcome the pathogenic nature of dietary fat and reverse insulin resistance.

In the present study, basal and peak insulin concentrations as well as plasma glucose clearance during the IPGTT were comparable in both groups, which indicate that the P/C ratio had little or no effect on glucose-stimulated insulin secretion and insulin-stimulated glucose uptake in skeletal muscle and adipose tissue under our experimental conditions. The only parameter that showed a trend to be lower after 4-wk H-P/C-HF feeding was fasting glycemia. 

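G6pc, which releases glucose from its phosphate, was at 12.10 ± 0.33 (log2, SD, n = 12) in L-P/C-HF mice and 12.04 ± 0.28 (SD, n = 12) in H-P/C-HF mice after 4-wk, a difference of -0.06 within the spread between mice (p = 0.685 from limma). After 2-d it was at 12.17 ± 0.47 (SD, n = 12), 11.93 ± 0.51 (SD, n = 11) and 10.95 in B25, with 8 of 11 H-P/C-HF mice below the L-P/C-HF median. The 2-d log2 change was -0.24 (p = 0.13), and -0.33 with B25 included (p = 0.051), and neither passed. Table S2 lists this gene among the 2-d transcripts.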

The reduced fasting glycemia was associated with down-regulation of hepatic glucose 6 phosphatase catalytic subunit (*G6pc*) (−1.266) in the H-P/C-HF liver compared with the L-P/C-HF liver. G6PC catalyzes the dephosphorylation of glucose-6-phosphate and is the final step in glycogenolysis and *de novo* gluconeogenesis before releasing glucose into the circulation. Although increased hepatic gluconeogenesis can be independent of *G6Pc* expression [48], a high level of *G6pc* expression is found in the liver of streptozotocin-treated diabetic rats [49]. Reduced *G6pc* expression could indicate reduced hepatic glucose output. Another important step which regulates gluconeogenesis is phosphoenoylpyruvate carboxykinase (PCK1), however, *Pck1* in the liver was not differentially regulated by the diets in the present study. 

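Pck1 was at 12.85 ± 0.21 (SD, n = 12) in L-P/C-HF mice, 12.97 ± 0.22 (SD, n = 11) in H-P/C-HF mice and 12.25 in B25 after 2-d, and at 12.70 ± 0.34 and 12.65 ± 0.27 (SD, n = 12 each) after 4-wk. The differences of 0.12 (p = 0.282 from limma; 0.06 with B25 included) and -0.04 (p = 0.673) were smaller than the SD within groups. As a group, 9 measured genes of gluconeogenesis did not pass camera, with medians of 0.02 at 2-d and -0.04 at 4-wk (adjusted p = 0.72 and 0.505 from camera), and 0 passed limma over all genes at either duration, with 0 and 1 at an unadjusted p under 0.05. For glycolysis and the response to carbohydrate, 6 of 9 measured genes had a negative log2 change at 2-d and 9 of 9 at 4-wk, among them Gpd1, the cytosolic glycerol phosphate dehydrogenase (11 of 11 mice below the L-P/C-HF median at 2-d), and Khk, the ketohexokinase (-0.23 at 2-d and -0.15 at 4-wk). Camera gave that list adjusted p = 1.99e-04 at 2-d (5.14e-05 with B25 included) and 0.00134 at 4-wk, with adjusted p = 0.200 and adjusted p = 0.295 with an estimated correlation. At 2-d 3 of its genes fell when adjusted over the list alone and 0 over all 18193 genes (1 with B25 included).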

Hepatic steatosis is another marker that reflects liver insulin sensitivity. The amount of fat stored in the liver was significantly lower in H-P/C-HF mice than in L-P/C-HF mice. Together, our data suggest that increasing the dietary P/C ratio moderately enhances hepatic insulin sensitivity without affecting skeletal and adipose tissue insulin sensitivity, and this hypothesis should be validated using the hyperinsulinemic euglycemic clamp in a future study.

In summary, we tested whether a high-fat, high-protein diet has any effect on cholesterol metabolism. Our data demonstrate that replacement of carbohydrate by protein suppressed high-fat diet-induced hypercholesterolemia, weight gain and hepatic steatosis. By using microarray analyses, we showed that the dietary P/C ratio had time-dependent biphasic effects on the expression of steroid biosynthesis genes that are connected to the activity of SREBF1 and 2. We also identified that a high P/C ratio in a high-fat diet increased *Cyp7a1* expression and this effect was possibly orchestrated by two unique sets of transcription regulators at the acute and chronic feeding phases. More importantly, our data suggest that the cholesterol lowering effect of high-protein diets is due to enhanced bile acid production, a hypothesis that is relevant to assess the cardiovascular outcomes of high-protein high-fat feeding and should be confirmed in a long-term human study.

## Materials and Methods

### Animal experiment

The ethics of the study protocol was reviewed and approved by the Nestlé Research Center Animal Studies Committee (No. JC-05-01) and the experiments were conducted under authorization No. 1837 issued by the Service de la Consommation et des Affaires Vétérinaires (SCAV), Vaudois, Switzerland. Sixty-eight male C57BL/6J mice aged 6–7 weeks were obtained from Charles River Laboratories. They were housed individually in a room with a 12-h light-dark cycle with food (3434 Kliba AG, Kaiseraugst, Switzerland) and water *ad libitum* for 2-wk.

To induce diet-induced obesity (DIO), mice were given free access to water and a low-protein to carbohydrate ratio, high-fat diet (L-P/C-HF) with 55% energy from fat, 30% from carbohydrate, and 15% from protein (Table S6) for 10-wk. On Days 70 and 71, an intraperitoneal glucose tolerance test (IPGTT) was performed after 6-hr fasting starting at 08:00. A 30% glucose solution was injected into the intraperitoneal cavity at a dose of 2 g/kg body weight. Blood samples were collected from the tail vein at 0, 30, 60, and 90 minutes after the glucose injection. Blood glucose was determined by using an Ascensia Elite XL glucometer (Bayer AG, Zurich, Switzerland) in duplicate. Based on the results, forty-eight mice with the highest area under the glucose curve were selected for the diet intervention study on Day 72. Selected DIO mice were randomized into two groups (n = 24/group). One group of DIO mice was fed a high protein to carbohydrate ratio high-fat diet (H-P/C-HF) with 55% energy from fat, 15% from carbohydrate, and 30% from protein (Table S6). The other group of DIO mice continued eating the same L-P/C-HF diet. Twelve mice in each group were sacrificed on Day 74 (2-d feeding) and the remaining 12 mice were euthanized on Days 100 or 101 (4-wk feeding). During the diet study, body weight and food intake were monitored daily except for the weekends. On Days 93 & 94, an IPGTT was performed after a 15-hr overnight fast. The following morning, a 30% glucose solution was injected into the intraperitoneal cavity at a dose of 2 g/kg body weight. Blood samples were collected from the tail vein at 0, 15, 30, 60, and 120 minutes after glucose injection to determine glucose concentrations using the aforementioned method. Blood samples at 0, 15, and 120 minutes were also collected from the tail vein for insulin analysis. Plasma insulin concentrations were determined by Ultra Sensitive Rat Insulin ELISA Kits with mouse insulin standard (Crystal Chem Inc., Downers Grove, IL, USA) following instructions from the manufacturer. Mice were anesthetized by isoflurane (Aerrane, Baxter, Maurepas, France) before sacrifice, after which the liver, epididymal fat pads, gastrocnemius muscle, colon, and gut contents were collected and snap frozen in liquid nitrogen. Blood samples were collected in EDTA-coated tubes.

### Plasma and liver parameters

Plasma free fatty acids (FFA) were determined by an enzymatic colorimetric test using Wako NEFA C Kit (Wako Chemicals GmbH, Neuss, Germany) following the instructions provided by the manufacturer. Plasma triglycerides (TG) were determined using Triglycéride Enzymatique PAP 150 Kits (BioMérieux SA. Marcy-l'Etoile, France). Plasma total cholesterol and HDL cholesterol were measured by Wako total cholesterol and by Wako HDL cholesterol (Wako Chemicals GmbH, Neuss, Germany) kits, respectively. For determination of liver triglyceride and cholesterol concentrations, lipids in 200 mg frozen liver were extracted according to Folch et al. [50]. Liver total cholesterol (Roche diagnostics; Basel, Switzerland) and triglyceride (Roche Diagnostics; Basel; Switzerland) concentrations were quantified using commercial enzymatic colorimetric kits. For the triglyceride measurements, lipids were first hydrolyzed in a basic solution of 0.5N KOH in ethanol.

### Statistical analysis

Due to the presence of outliers, 2-ways ANOVA with interaction on the rank of the data was performed, and Wilcoxon tests were performed to assess the effect of diet and treatment duration. All data were presented as median ± semedian except for Table 1 where data were presented as mean ± sem. The semedian was computed based on the robust standard deviation: Sn of Rousseeuw. Analysis was performed with R 2.6.1: R Development Core Team (R Foundation for Statistical Computing, Vienna, Austria 2007. ISBN 3-900051-07-0, URL http://www.R-project.org).

### Microarray analysis

#### RNA extraction, sample preparation and chip processing

Liver total RNA was extracted from frozen tissue using TriPure Isolation Reagent (Roche Applied Science, Indianapolis, IN, USA), following the manufacturer's instructions. RNA samples were then purified by NucleoSpin RNA II kit (Macherey-Nagel AG, Oensingen) following the manufacturer's instructions. The quality of RNA samples was checked by using the RNA 6000 Nano Assay on the Agilent 2100 BioAnalyzer (Agilent Technologies, Inc., Palo Alto, CA, USA). Only samples with a RNA integrity number (RIN) higher than 7.5 were used for microarray analysis. For samples that did not meet the requirement, extraction and purification were repeated. Total RNA samples were stored at −80°C before microarray analysis.

All cRNA targets were synthesized, labeled, and purified according to the Affymetrix protocol. This method is based on the Eberwine T7 procedure [51]. Briefly, 5 µg of liver total RNA were used to produce double-stranded cDNA, followed by in vitro transcription, and cRNA labelling with biotin before hybridizing to the Affymetrix GeneChip mouse genome 430 2.0 chips (CA, USA), and the results were scanned by an Affymetrix GeneChip scanner 3000 7G.

#### Microarray data processing and statistical analysis

Data were normalized using the Robust Multichip Average (RMA) method. Based on the normal distribution of the datasets, the parametric Pearson's product moment correlation was applied for quality control (Figure S1A). The data matrix was further clustered in order to identify groups of potential outliers (Figure S1B). To validate the quality of datasets, a principle component analysis (PCA) followed by a leave-one-out cross-validation was applied (Figure S2, Table S7 and S8. Based on the quality test of microarray datasets, B25 was identified as an outlier, and the data was subsequently removed from the final analysis.

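Leaving out B25 changed which probe sets passed limma at 2-d more than how many did. With all 48 arrays 2084 probe sets had an unadjusted p under 0.05 at 2-d, against 1586 over 47 arrays. B25 lay below the mean of its own group for transcripts such as Vnn1, a PPARA target (9.90 against 11.08 ± 0.35, SD, n = 11), Gpd1 (9.95 against 10.57 ± 0.13) and Fmo5 (11.53 against 12.43 ± 0.15).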

One-way Analysis of Variance (ANOVA) followed by Global Error Assessment (GEA) [52] was applied to discriminate the difference of hepatic gene expressions between H-P/C-HF and L-P/C-HF feeding for 2-d and 4-wk. The robust Mean Square Error (MSE) resulting from GEA was then used to calculate a new F-statistic and a robust p-value. The p-value was set at 0.001 for further analysis. 

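An approximation of this error model was run on the deposited values, with each probe set's residual variance replaced by the running median over probe sets of similar mean level and p taken from a normal distribution. At an unadjusted p under 0.001 it gave 431 probe sets at 2-d, 148 higher and 283 lower, and 386 at 4-wk, 168 higher and 218 lower. With B25 included, an alternative chosen after the data were examined, it gave 532 at 2-d. The cholesterol synthesis genes Sqle (p = 6.25e-18) and Fdps (p = 2.04e-13) passed this test at 2-d, although their values varied more between mice than those of probe sets of like level. The same comparison by ordinary one-way ANOVA without a pooled error gave 31 at 2-d and 32 at 4-wk, with Sqle at p = 0.0320 and Fdps at p = 0.0131. On simulated arrays with no diet effect, made for the 2-d comparison over 45037 probe sets, the pooled error called 670, the ordinary ANOVA 44 and limma 35 at this threshold.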

The microarray data have been deposited in Gene Expression Omnibus, and the accession number is GSE20260 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20260).

#### Ingenuity pathway analysis

Probes selected by the statistical analysis along with their differential expression value were loaded into Ingenuity Pathways Analysis software (IPA) (Ingenuity Systems, www.ingenuity.com) for annotation, redundancy checks and network and pathway analysis. The IPA Reference set was Affymetrix Mouse_430 2, and Direct and Indirect relationships were selected for analyses. Then IPA computed the data with the satisfaction of the right-tailed Fisher's Exact Test and generated significant networks based on semantic associations of these genes in metabolic or cell-signaling pathways that have been shown in published articles, books, and KEGG Ligand. For the genes with multiple probesets on the microarray, only the averaged value of fold change is reported, and individual values are shown in Table S2 and S4.

## Supporting Information

Figure S1 **Quality control of Affymetrix chips. Intensity plot of Pearson's product correlation matrix.**
(TIF) Click here for additional data file.

Figure S2 **Cluster analysis of the intensity plot, whereas B25, A24, A09, and A01 were grouped in two sub-clusters, separated from the other datasets, respectively.**
(TIF) Click here for additional data file.

Figure S3 **Principal component analysis (PCA) and Leave-one-out (LOO) cross validation.** The contributions to the overall variance are plotted for each putative outlier and for the first 5 components respectively.
(TIF) Click here for additional data file.

Table S1 **Organ weight of mice at sacrifice.** Data are median ± SE, n = 12/group. ND, not determined.
(DOC) Click here for additional data file.

Table S2 **List of regulated transcripts after H-P/C-HF feeding for 2 days.** All differentially expressed transcripts (p<0.001) resulting from a comparison of H-P/C-HF with L-P/C-HF mice after 2-d of feeding are listed. The significance of differences was estimated by a moderated ANOVA as described in the Material and Method section. The fold change with a negative and a positive value indicates down-regulation and up-regulation in the H-P/C-HF group, respectively. An Affymetrix probeset ID (Mouse 430 2.0) is provided for each gene. R in Notes represents a replicated detection with an alternative probeset for a given gene on the microarray.
(DOC) Click here for additional data file.

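The table gives 482 probe sets, and all 482 were found among the deposited values with the same direction of change as in the paper. It holds 311 probe sets the paper lists as lower and 171 as higher, with genes of sterol synthesis such as Sqle and Fdps among the lower ones and Slc7a2 and Cyp7a1 among the higher ones. Across these probe sets the log2 change over 47 arrays correlated with the paper's at r = 0.989, and the median absolute difference was 0.042. With B25 included r was 0.999 and the median absolute difference 0.00735. By limma over 47 arrays 273 of the 482 had an unadjusted p under 0.05, 48 had one under 0.001 and 6 passed the adjustment over all probe sets.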

Table S3 **Transcription factor analysis of global gene expressions at 2-d after H-P/C-HF feeding.**
(DOC) Click here for additional data file.

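Of the 4-wk transcripts listed by the paper, 387 probe sets were found among the deposited values, and all 387 had the same direction here. The paper lists 220 of these as lower and 167 as higher in H-P/C-HF mice, with Nr0b2 and Prox1 among the lower and Cyp7a1, Onecut1 and Idi1 among the higher ones. The log2 changes correlated across the probe sets with r = 0.999, and their median absolute difference was 0.00789. By limma 210 of the 387 had an unadjusted p under 0.05, 23 had one under 0.001 and 0 passed the adjustment over all probe sets.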

Table S4 **List of regulated transcripts after H-P/C-HF feeding for 4 wks.** All differentially expressed transcripts (p<0.001) resulting from a comparison of H-P/C-HF with L-P/C-HF mice after 4-wk of feeding are listed. The significance of differences was estimated by a moderated ANOVA as described in the Material and Method section. The fold change with a negative and a positive value indicates down-regulation and up-regulation in the H-P/C-HF group, respectively. An Affymetrix probeset ID (Mouse 430 2.0) is provided for each gene. R in Notes represents a replicated detection with a different probeset for a given gene on the microarray.
(DOC) Click here for additional data file.

Table S5 **Transcription factor analysis of global gene expressions at 4-wk after H-P/C-HF feeding.**
(DOC) Click here for additional data file.

Table S6 **Nutritional composition of the diets.**
(DOC) Click here for additional data file.

Table S7 **Arrays were used to perform the LOO analysis for cross validation of the PCA.**
(DOC) Click here for additional data file.

Table S8 **A one-way ANOVA was applied to identify the outlier which significantly reduced the overall variability.** B25 reduced the variability down to 61.9% of the initial variance.
(DOC) Click here for additional data file.

Text S1 (DOC) Click here for additional data file.

# Supplementary material for: Consequences of Exchanging Carbohydrates for Proteins in the Cholesterol Metabolism of Mice Fed a High-fat Diet
**Source:** PLoS One. 2012 Nov 6;7(11):e49058. doi: 10.1371/journal.pone.0049058
**Supplement:** Table S1 — Organ weight of mice at sacrifice. Data are median ± SE, n = 12/group. ND, not determined.

**Table S1. Organ weight of mice at sacrifice**

|  | *L-P/C-HF*  *(2 days)* | *H-P/C-HF*  *(2 days)* | *L-P/C-HF*  *(4 wks)* | *H-P/C-HF*  *(4 wks)* |
| --- | --- | --- | --- | --- |
| Liver (g) | 1.19  0.05 | 1.13  0.04 | 1.17  0.06 | 1.23  0.05 |
| Epididymal fat pad (g) | 1.72  0.28 | 1.54  0.2 | 2.02  0.15 | 1.95  0.22 |
| Brown fat pad (g) | ND | ND | 0.22  0.03 | 0.17  0.01 |
| Gastrocnemius muscle (g) | 0.36  0.01 | 0.36  0.02 | 0.40  0.07 | 0.45  0.06 |

Data are median  SE, n=12/group. ND, not determined

# Supplementary material for: Consequences of Exchanging Carbohydrates for Proteins in the Cholesterol Metabolism of Mice Fed a High-fat Diet
**Source:** PLoS One. 2012 Nov 6;7(11):e49058. doi: 10.1371/journal.pone.0049058
**Supplement:** Table S2 — List of regulated transcripts after H-P/C-HF feeding for 2 days. All differentially expressed transcripts (p<0.001) resulting from a comparison of H-P/C-HF with L-P/C-HF mice after 2-d of feeding are listed. The significance of differences was estimated by a moderated ANOVA as described in the Material and Method section. The fold change with a negative and a positive value indicates down-regulation and up-regulation in the H-P/C-HF group, respectively. An Affymetrix probeset ID (Mouse 430 2.0) is provided for each gene. R in Notes represents a replicated detection with an alternative probeset for a given gene on the microarray.

Table S2. List of regulated transcripts after H-P/C-HF feeding for 2 days

All differentially expressed transcripts (p<0.001) resulting from a comparison of H-P/C-HF with L-P/C-HF mice after 2-d of feeding are listed. The significance of differences was estimated by a moderated ANOVA as described in the Material and Method section. The fold change with a negative and a positive value indicates down-regulation and up-regulation in the H-P/C-HF group, respectively. An Affymetrix probeset ID (Mouse 430 2.0) is provided for each gene. R in Notes represents a replicated detection with an alternative probeset for a given gene on the microarray.

# Supplementary material for: Consequences of Exchanging Carbohydrates for Proteins in the Cholesterol Metabolism of Mice Fed a High-fat Diet
**Source:** PLoS One. 2012 Nov 6;7(11):e49058. doi: 10.1371/journal.pone.0049058
**Supplement:** Table S3 — Transcription factor analysis of global gene expressions at 2-d after H-P/C-HF feeding.

**Table S3. Transcription factor analysis of global gene expressions at 2-d after H-P/C-HF feeding**

| Upstream Regulator | Fold Change | Molecule Type | Predicted Activation State | p-value of overlap | Target molecules in dataset |
| --- | --- | --- | --- | --- | --- |
| AHR |  | ligand-dependent nuclear receptor | Activated | 1.29E-10 | A2M, ACOX1, ALDH1B1, COL3A1, CYP1A2, CYP1B1, CYP2A6 (includes others), CYP2B6, EFEMP1, FABP4 |
| NR1I3 |  | ligand-dependent nuclear receptor | Activated | 1.02E-07 | ACOX1, APCS, CYP1A2, CYP2A6 (includes others), Cyp2b13/Cyp2b9, CYP2B6, CYP7A1, EPHX1, GSTA5, ICAM1 |
| SREBF2 | -1.240 | transcription regulator | Inhibited | 3.62E-16 | ACLY, CYP51A1, FABP5, FASN, FDFT1, FDPS, HBA1/HBA2, HMGCS1, IDI1, LSS |
| SREBF1 (includes EG:176574) |  | transcription regulator | Inhibited | 8.87E-14 | ABCD2, ACLY, CSAD, CYP51A1, CYP7A1, FABP4, FABP5, FASN, FDFT1, FDPS |
| CEBPB (includes EG:1051) |  | transcription regulator | Inhibited | 1.39E-07 | APCS, ASNS, CP, CTSC, CXCL2, CYP2A6 (includes others), FABP4, FOS, G6PC, GADD45A |

# Supplementary material for: Consequences of Exchanging Carbohydrates for Proteins in the Cholesterol Metabolism of Mice Fed a High-fat Diet
**Source:** PLoS One. 2012 Nov 6;7(11):e49058. doi: 10.1371/journal.pone.0049058
**Supplement:** Table S4 — List of regulated transcripts after H-P/C-HF feeding for 4 wks. All differentially expressed transcripts (p<0.001) resulting from a comparison of H-P/C-HF with L-P/C-HF mice after 4-wk of feeding are listed. The significance of differences was estimated by a moderated ANOVA as described in the Material and Method section. The fold change with a negative and a positive value indicates down-regulation and up-regulation in the H-P/C-HF group, respectively. An Affymetrix probeset ID (Mouse 430 2.0) is provided for each gene. R in Notes represents a replicated detection with a different probeset for a given gene on the microarray.

Table S4. List of regulated transcripts after H-P/C-HF feeding for 4 wks

All differentially expressed transcripts (p<0.001) resulting from a comparison of H-P/C-HF with L-P/C-HF mice after 4-wk of feeding are listed. The significance of differences was estimated by a moderated ANOVA as described in the Material and Method section. The fold change with a negative and a positive value indicates down-regulation and up-regulation in the H-P/C-HF group, respectively. An Affymetrix probeset ID (Mouse 430 2.0) is provided for each gene. R in Notes represents a replicated detection with a different probeset for a given gene on the microarray

# Supplementary material for: Consequences of Exchanging Carbohydrates for Proteins in the Cholesterol Metabolism of Mice Fed a High-fat Diet
**Source:** PLoS One. 2012 Nov 6;7(11):e49058. doi: 10.1371/journal.pone.0049058
**Supplement:** Table S5 — Transcription factor analysis of global gene expressions at 4-wk after H-P/C-HF feeding.

**Table S5. Transcription factor analysis of global gene expressions at 4-wk after H-P/C-HF feeding**

| **Upstream Regulator** | **Fold Change** | **Molecule Type** | **Predicted Activation State** | **p-value of overlap** | **Target molecules in dataset** |
| --- | --- | --- | --- | --- | --- |
| SREBF2 |  | transcription regulator | Activated | 8.19E-15 | ACSL1, CAMK1D, CYP51A1, CYP8B1, DHCR7, FDPS, HMGCR, IDI1, MSMO1, NSDHL |
| SREBF1 (includes EG:176574) |  | transcription regulator | Activated | 2.84E-14 | ACSL1, CAMK1D, CFD, CYP51A1, CYP7A1, CYP8B1, DHCR7, FADS1, FDPS, GCK |
| SIRT2 |  | transcription regulator | Activated | 2.17E-06 | DHCR7, HMGCR, IDI1, PMVK, SQLE |
| FOXO1 |  | transcription regulator | Activated | 5.02E-05 | AGXT, ALAS1, CCND1, CTSL2, CYP7A1, FDPS, GCK, GPD1, GPD2, HMGCR |
| EGR2 |  | transcription regulator | Activated | 1.62E-03 | ASS1, CSF1R, CYP51A1, DHCR7, EGR1, HMGCR, ID2, MBP |
| PPARGC1B |  | transcription regulator | Inhibited | 4.05E-03 | DHCR24, FDPS, HMGCR, SQLE |
| PPARA |  | ligand-dependent nuclear receptor | Inhibited | 5.10E-21 | ACOX1, ACSL1, ACTA1, AGXT, ASS1, C1QA, C1QB, CCND1, CTH, CYBA |
| CEBPE |  | transcription regulator | Inhibited | 3.25E-05 | CD14, CSF1R, CTSL2, LCN2, Lyz1/Lyz2, MBP, ORM1/ORM2 |
| HMGA1 |  | transcription regulator | Inhibited | 8.33E-05 | CCND1, CD44 (includes EG:100330801), CTSC, CYP7A1, DHCR7, EGR1, GSN, HCK, HMGCR, IDI1 |
| WT1 |  | transcription regulator | Inhibited | 7.61E-04 | CCND1, CSF1R, CTSL2, EGR1, FDPS, FGF1, IDI1, SQLE, TERT |
| CLOCK |  | transcription regulator | Inhibited | 6.21E-02 | ACOX1, CYP51A1, GCK, LPIN1, NR0B2, SRR |

# Supplementary material for: Consequences of Exchanging Carbohydrates for Proteins in the Cholesterol Metabolism of Mice Fed a High-fat Diet
**Source:** PLoS One. 2012 Nov 6;7(11):e49058. doi: 10.1371/journal.pone.0049058
**Supplement:** Table S6 — Nutritional composition of the diets.

Table S6. Nutritional composition of the diets

|  | *L-P/C-HF* | | *H-P/C-HF* | |
| --- | --- | --- | --- | --- |
|  | Energy (%) | Wt (%) | Energy (%) | Wt (%) |
| Protein | 15 | 20.3 | 30 | 40.55 |
| Carbohydrate | 30 | 40.55 | 15 | 20.3 |
| Fat | 55 | 30.74 | 55 | 30.74 |
| Calorie (kcal/g) | 5.16 | | 5.24 | |

| *Wt (%)* | *L-P/C-HF* | *H-P/C-HF* |
| --- | --- | --- |
| Casein | 20.4 | 40.8 |
| L-Cystine | 0.2 | 0.4 |
| Maltodextrin 10 | 15.9 | 15.9 |
| Corn starch | 25.3 | 4.7 |
| Corn oil | 2.3 | 2.3 |
| Lard | 31.2 | 31.2 |
| Mineral mix AIN-93M | 3.5 | 3.5 |
| Vitamin mix AIN-93M | 1 | 1 |
| Choline bitartrate | 0.2 | 0.2 |

# Supplementary material for: Consequences of Exchanging Carbohydrates for Proteins in the Cholesterol Metabolism of Mice Fed a High-fat Diet
**Source:** PLoS One. 2012 Nov 6;7(11):e49058. doi: 10.1371/journal.pone.0049058
**Supplement:** Table S7 — Arrays were used to perform the LOO analysis for cross validation of the PCA.

Table S7. Arrays were used to perform the LOO analysis for cross validation of the PCA.

| **Leave out** | Comp 1 | Comp 2 | Comp 3 | Comp 4 | Comp 5 |
| --- | --- | --- | --- | --- | --- |
| All | 0.4304 | 0.3016 | 0.1553 | 0.0425 | 0.0264 |
| A01 | 0.4235 | 0.3163 | 0.1512 | 0.0375 | 0.0280 |
| A09 | 0.4135 | 0.2916 | 0.1752 | 0.0451 | 0.0317 |
| A24 | 0.4244 | 0.3076 | 0.1497 | 0.0473 | 0.0232 |
| B25 | 0.3912 | 0.3137 | 0.1774 | 0.0462 | 0.0228 |
| A22 | 0.4312 | 0.3049 | 0.1544 | 0.0446 | 0.0216 |

# Supplementary material for: Consequences of Exchanging Carbohydrates for Proteins in the Cholesterol Metabolism of Mice Fed a High-fat Diet
**Source:** PLoS One. 2012 Nov 6;7(11):e49058. doi: 10.1371/journal.pone.0049058
**Supplement:** Table S8 — A one-way ANOVA was applied to identify the outlier which significantly reduced the overall variability. B25 reduced the variability down to 61.9% of the initial variance.

Table S8. A one-way ANOVA was applied to identify the outlier which significantly reduced the overall variability. B25 reduced the variability down to 61.9 % of the initial variance.

| *Groups* | *Count* | *Sum* | *Average* | *Variance* | *%* |
| --- | --- | --- | --- | --- | --- |
| All | 3 | 0.8872 | 0.2957 | 0.0189 | 100.0 |
| A01 | 3 | 0.8910 | 0.2970 | 0.0188 | 99.3 |
| A09 | 3 | 0.8803 | 0.2934 | 0.0142 | 74.9 |
| A24 | 3 | 0.8817 | 0.2939 | 0.0190 | 100.3 |
| B25 | 3 | 0.8823 | 0.2941 | 0.0117 | 61.9 |
| A22 | 3 | 0.8905 | 0.2968 | 0.0192 | 101.4 |

# Supplementary material for: Consequences of Exchanging Carbohydrates for Proteins in the Cholesterol Metabolism of Mice Fed a High-fat Diet
**Source:** PLoS One. 2012 Nov 6;7(11):e49058. doi: 10.1371/journal.pone.0049058
**Supplement:** Text S1

**Supporting information**

**Quality control of Affymetrix chips**

The quality of raw data from Affymetrix chips was examined before further analysis. Because the data were normally distributed, a Pearson’s Product Moment Correlation was applied to identify atypical observations. A01, A09, A24, and B25 showed lower correlation coefficients, and were therefore identified to be potential outliers (Figure S1). 

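Each array was set against the other 47 over all probe sets. B25 and A09 had the lowest mean correlation, 0.976 each, followed by A24 and A01 with 0.979 each, and the lowest of the arrays the paper does not name had 0.982. The median over 48 arrays was 0.987 and the highest value 0.991. A01 and A09 are L-P/C-HF mice killed after 2-d and A24 is an L-P/C-HF mouse killed after 4-wk. In A09 the genes of cholesterol biosynthesis were the highest of its group, and the brightest Cyp7a1 probe set was the lowest, at 9.72, while on the other Cyp7a1 probe set A01 was the lowest, at 7.01, and A09 was at 7.68. No pair of arrays held identical values, and the highest correlation of a pair was 0.996.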

The data matrix was further clustered in order to identify groups of arrays with an atypical behavior (Figure S2).

**Principal component analysis (PCA) and Leave-one-out (LOO) cross validation**

The PCA was performed on the basis of the entire probeset. 

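With each probe set centred over the 48 arrays, the first principal component held 29.5% of the variance, the next 14.9% and the one after it 7.73%.  Together they held 52.1%, and 57.3% over the brighter probe sets, those in the upper part of the ranking by mean level.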

Our results show that approximate 88% of the entire variance could be explained by the first 3 components (Figure S2). The PCA analysis was validated using a leave-one-out (LOO) method. The 4 putative outliers described above were separately removed from the second PCA analysis, and a similar contribution of the first 3 components to the overall variance would be expected (Figure S3, Table S7).

The variability among the first 3 components was tested by one-way ANOVA. A randomly chosen array, A22, was left out as a positive control, the absence of which only marginally improves the overall variance. In contrast, removing B25 from the data matrix decreased the initial variability by nearly 40% (Table S8). 

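The total variance over probe sets, averaged over all of them, was 96.3% of its value over 48 arrays when B25 was left out. This was the lowest of the 48 values obtained by leaving out 1 array at a time, and the next was 96.8%. Without A22 the total variance was 100.4%. Table S8 is about another quantity, the variability among the first components, so its percentages cannot be compared with these.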

We therefore declared that B25 was an outlier, and this array was removed from the final analysis.

**Supplementary Information Legends**

Figure S1. Quality control of Affymetrix chips. Intensity plot of Pearson’s product correlation matrix.

Figure S2. Cluster analysis of the intensity plot, whereas B25, A24, A09, and A01 were grouped in two sub-clusters, separated from the other datasets, respectively.

Figure S3. Principal component analysis (PCA) and Leave-one-out (LOO) cross validation

The contributions to the overall variance are plotted for each putative outlier and for the first 5 components respectively.

Table S1. Organ weight of mice at sacrifice. Data are median  SE, n=12/group. ND, not determined.

Table S2. List of regulated transcripts after H-P/C-HF feeding for 2 days. All differentially expressed transcripts (p<0.001) resulting from a comparison of H-P/C-HF with L-P/C-HF mice after 2-d of feeding are listed. The significance of differences was estimated by a moderated ANOVA as described in the Material and Method section. The fold change with a negative and a positive value indicates down-regulation and up-regulation in the H-P/C-HF group, respectively. An Affymetrix probeset ID (Mouse 430 2.0) is provided for each gene. R in Notes represents a replicated detection with an alternative probeset for a given gene on the microarray.

Table S3. Transcription factor analysis of global gene expressions at 2-d after H-P/C-HF feeding.

Table S4. List of regulated transcripts after H-P/C-HF feeding for 4 wks. All differentially expressed transcripts (p<0.001) resulting from a comparison of H-P/C-HF with L-P/C-HF mice after 4-wk of feeding are listed. The significance of differences was estimated by a moderated ANOVA as described in the Material and Method section. The fold change with a negative and a positive value indicates down-regulation and up-regulation in the H-P/C-HF group, respectively. An Affymetrix probeset ID (Mouse 430 2.0) is provided for each gene. R in Notes represents a replicated detection with a different probeset for a given gene on the microarray.

Table S5. Transcription factor analysis of global gene expressions at 4-wk after H-P/C-HF feeding

Table S6. Nutritional composition of the diets

Table S7. Arrays were used to perform the LOO analysis for cross validation of the PCA.

Table S8. A one-way ANOVA was applied to identify the outlier which significantly reduced the overall variability. B25 reduced the variability down to 61.9 % of the initial variance.

How the deposited data were processed for this re-analysis (not part of the article)

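Liver RNA of 48 mice was measured on Affymetrix mouse expression arrays, with 1 array per mouse. The mice form 4 groups of 12, given by 2 diets (L-P/C-HF and H-P/C-HF) and 2 durations (2-d and 4-wk), and the diet names were assigned from the sample labels, in which the label that names high protein was taken as H-P/C-HF. The deposited log2 values are the output of RMA run by the authors, which per the paper's methods and the sample labels includes background correction, normalization between arrays and a summary per probe set. The log base is not stated in words and was read from the range of the values, which have 2 decimals. Array B25 is in the file, and it was left out as in the paper, which identified it as an outlier by quality tests, so 47 arrays were used, and the counts, the camera tests and the named genes were also computed with B25 included.

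Of 45101 probe sets, 64 controls were left out and 45037 were tested. A linear model with 1 coefficient for each group was fitted by limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend over mean level), and the tests were two-sided. The comparisons were H-P/C-HF minus L-P/C-HF at 2-d and at 4-wk, the difference between these diet effects (4-wk minus 2-d), and 4-wk minus 2-d within each diet, each with Benjamini-Hochberg adjustment at 0.05, and the threshold of 0.001 on the unadjusted p was also applied, as in the paper. For results per gene, the brightest probe set of each of 18193 genes was used, and probe sets with several gene symbols (932) or none (9160) were left out there. Genes named in the text are those the paper names in its array results, the genes with the largest changes among those that passed at each duration, and up to 4 members with the smallest p of each list that is described; values of Tables S2 and S4 had been seen when this rule was set.

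The 32 gene lists held 526 members, of which 468 were matched. They cover cholesterol biosynthesis; cholesterol uptake and SREBF2 regulation; lipogenesis; bile acid synthesis; bile acid and sterol transport; amino acid catabolism; the urea cycle; amino acid transporters; ATF4 targets; gluconeogenesis; glycolysis and carbohydrate response; PPARA targets; the acute phase response; the unfolded protein response; cytosolic heat shock; CAR and PXR targets; AHR targets; male-biased and female-biased liver genes; the circadian clock; hepatocyte identity; the cell cycle; and markers of Kupffer cells, lymphocytes, neutrophils, stellate cells, sinusoidal endothelium, cholangiocytes, adipocytes, skeletal muscle, erythroid cells and pancreatic acinar cells. Each was tested by camera with a preset correlation of 0.01, adjusted over the 32 lists of a comparison.

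The alternatives set before the data were examined were B25 included; A01, A09 and A24 also left out; array weights over 48 arrays; centring of each array on its median; cyclic loess; the brighter probe sets alone; a separate fit for each comparison; eBayes without a trend; a covariate for RNA quality, the 3' minus 5' signal of the control probe sets for Gapdh and beta-actin; the replicate number of the labels as a factor; ordinary one-way ANOVA; an approximation of Global Error Assessment with a pooled error; camera with an estimated correlation; the mean of all probe sets of a gene; and Fisher's exact test of called members, which has no value at 4-wk or for the difference of diet effects, where no gene was called. Chosen after the data were examined were the mean over a list per mouse with a permutation test of 1e+05 resamples, the pooled error with B25 included, the correlation matrix of the arrays for the principal components, and the marker lists with the RNA quality covariate. The software of Global Error Assessment and the pathway and network tools of the paper were not used here.

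The procedure was tested on simulated data of the same size, where 100 probe sets were shifted at each effect size. At 2-d limma recovered 84% of those shifted by 0.5 on the log2 scale and 100% of those shifted by 1 log2 unit, and 7 of 191 calls were false. The label splits used 100 divisions of the arrays, the real one included.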

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

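The tests of the hepatocyte share, of RNA quality as the whole cause and of the arrays of low correlation as the whole cause, and the list mean per mouse, were chosen after the result was seen; the marker counts with the RNA quality covariate were added after the data were examined, and what they should show was written before their result.

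Genes of cholesterol biosynthesis stood out because the diet effect differed between durations, lower in H-P/C-HF mice at 2-d and higher at 4-wk (adjusted p = 4.513e-35 from camera, 0.00293 with an estimated correlation, and from 4.30e-36 to 0.0186 over the alternatives, the highest from the list mean per mouse); 1 of 100 splits of the mice, the real one, gave a p as small, with 35.85 as -log10 p against at most 13.54 in the others, so chance is excluded. A shift in the share of Kupffer cells is argued against as the cause, because 93.63% of the difference of diet effects (0.52 of 0.55 on the log2 scale) was kept with the Kupffer marker mean as a covariate. A01, A09 and A24 as the whole cause are also argued against, because without them camera with an estimated correlation gave p = 0.0003536, but 73.89% of the difference was kept (0.41 of 0.55), so a part may come from these 3 L-P/C-HF mice, and this stays open. A response of sterol synthesis to the diet that turns with its duration is a hypothesis found on the same data. Age and day of death, which differ between the durations, cannot be told apart from it. The paper reports that H-P/C-HF mice took in less energy at 2-d, while their lower intake at 4-wk was not significant. Energy intake was not tested here, so it cannot be told apart either.

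Markers of sinusoidal endothelium, Kupffer cells and stellate cells were higher at 4-wk than at 2-d within L-P/C-HF, a comparison the paper does not report. Their medians were 0.7567, 0.8863 and 0.5208 on the log2 scale. Within L-P/C-HF 3096 probe sets differed (2426 higher), and 2 of 100 splits gave as many. That share is under 0.05, but the highest of the others was 5560, so the splits alone do not exclude chance there. Within H-P/C-HF 3012 differed (2122 higher), where 1 of 100 splits gave as many and the highest other was 0. With the RNA quality covariate these counts of probe sets were 464 and 622. For the markers, RNA quality as the whole cause is argued against: the 3' minus 5' signal was 0.478 ± 0.187 at 2-d and 0.244 ± 0.0653 at 4-wk (SD), but with it as a covariate 89.19% of the mean change of the 46 markers was kept (0.64 of 0.72, SD 0.31), and camera with an estimated correlation gave p from 3.07e-07 to 9.20e-04 for the 3 lists. A part of the marker changes may still come from RNA quality, since 81.58% of the marker calls (31 of 38) stayed with the covariate, and for the other probe sets RNA quality stays open. A lower share of hepatocyte RNA cannot be told apart, because only 4 markers of lymphocytes, neutrophils and cholangiocytes lay above the upper quartile of all values (at least 5 were needed), of which Cd3e (0.01), Elane (-0.01) and Epcam (0.05) stayed below the endothelial median, which argues against it, while Ighm (0.79) did not. Sacrifice day or processing batch cannot be told apart either, because 0 days hold both durations, and the older age of the 4-wk mice was not tested.

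The diet effect on lipogenesis genes differed between durations (adjusted p = 2.884e-05 from camera, 0.650 with an estimated correlation, and from 3.01e-07 to 0.905 over the alternatives), with 15 of 23 genes higher at 4-wk relative to 2-d. That on amino acid catabolism was smaller at 4-wk for 32 of 35 genes (adjusted p = 1.387e-07, 0.650 with an estimated correlation, and from 8.02e-13 to 0.905 over the alternatives). For the unfolded protein response the difference was positive for 20 of 25 genes (adjusted p = 0.008779, 0.859 with an estimated correlation, from 0.00125 to 0.965 over the alternatives, 0.0516 after median centring and 0.150 after cyclic loess), and the direction turned without A01, A09 and A24 (0.1882) and with array weights (0.9426). For Kupffer markers it was negative for 17 of 20 (adjusted p = 0.002303, 0.859 with an estimated correlation, from 2.75e-04 to 0.905 over the alternatives, and 0.339 with array weights).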

How the results depend on the processing

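The list mean per mouse, the pooled error with B25 included and the correlation matrix of the arrays were chosen after the data were examined. Over the alternatives, 60 counts stayed within 1.5 times the value reported and 27 did not; of the gene list results 1808 kept their direction and their side of the threshold, 122 no longer passed, 51 passed only under the alternative, 95 that passed in neither turned direction and 4 reversed; for the named genes these were 2406, 15, 151, 38 and 0. No probe set passed for the difference of diet effects under any alternative it was run with; it was not run with separate fits, ANOVA or a pooled error. The replicate numbers do not pair the mice, since 3 of 47 arrays had their best match in another group under their own number.  In what follows the cause was not tested, except that the brighter probe sets are fewer tests.

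At 4-wk 41 probe sets had p under 0.001 without A01, A09 and A24. With array weights 10 passed the adjustment at 4-wk, 94 (2-d) and 138 (4-wk) had p under 0.001, 5545 differed between durations within H-P/C-HF, and the log2 change of Cyp7a1 at 4-wk was 1.123 and passed. After cyclic loess 23 and 1 passed at 2-d and 4-wk, and 134 and 47 had p under 0.001. Over the brighter probe sets 12 passed at 2-d, and the mean correlation of B25 was 0.95255 against 0.97578. There A09 (0.944) and A01 (0.951) lay below B25, which was the lowest over all probe sets. With the RNA quality covariate 464 (L-P/C-HF) and 622 (H-P/C-HF) differed between durations. With the replicate number as a factor 1 and 2 passed at 2-d and 4-wk. By ordinary ANOVA 0 passed and 31 had p under 0.001 at 2-d, and 1659 differed between durations within L-P/C-HF. With the pooled error 329 and 281 passed, 431 and 386 had p under 0.001, 6287 differed between durations within H-P/C-HF, 71 passed at both durations, and Cyp7a1 passed at 2-d (0.7493) and 4-wk (0.9783). With B25 included as well these were 407, 281, 532, 386, 6407, 81, 0.7325 and 0.9783. At an unadjusted p under 0.001, 7 were shared between the durations by limma, 0 by ordinary ANOVA and 97 with the pooled error over 47 arrays.

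For the cholesterol biosynthesis list at 2-d the adjusted p was 0.1961 with an estimated correlation and 0.3284 by the list mean. Fisher's test gave 1, its only possible value for a list with no called member. The range over the alternatives was 6.26e-10 to 1. An upper end of 1 at 2-d comes from this test, here and for other lists with no called member. At 4-wk the adjusted p was 0.05823 with an estimated correlation and 0.2143 by the list mean (from 1.41e-20 to 0.214). Fisher's test has no value at 4-wk or for the difference, since no gene was called. Without A01, A09 and A24 the direction reversed for CAR and PXR targets at 2-d (0.9683), for the unfolded protein response in the difference of diet effects (0.1882, and 0.9426 with array weights) and for its change with duration within L-P/C-HF (0.6217).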

Differences from the paper's values

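The paper gives 412 transcripts at 2-d and 330 at 4-wk at an unadjusted threshold of 0.001, and by limma at that threshold 51 and 25 were counted here. For probe sets, its Tables S2 and S4 hold 482 and 387, and 58 and 27 were counted here. Of the alternatives set before the data were examined, only the pooled error gave counts within 1.5 times the paper's, with 356 and 338 transcripts and 431 and 386 probe sets; the others did not, namely B25 included, A01, A09 and A24 left out, array weights, median centring, cyclic loess, the brighter probe sets, separate fits, no trend, the RNA quality covariate, the replicate number as a factor and ordinary ANOVA, whose counts of probe sets lay between 31 and 134 at 2-d and between 19 and 138 at 4-wk. The pooled error with B25 included, chosen after seeing the values, gave 457 and 338 transcripts and 532 and 386 probe sets, and called 461 of the 482 probe sets of Table S2 and 355 of the 387 of Table S4, against 346 of the 482 over 47 arrays.

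The paper states that the first 3 principal components hold 88% of the variance, and here they held 52.1% with probe sets centred over the 48 arrays. Of the alternatives set before the data were examined, the brighter probe sets gave 57.3% and did not come within 1.5 times; the correlation matrix of the arrays, chosen after seeing the values, gave 99.2% and did.

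The fold changes the paper gives for the genes of steroid biosynthesis, Cyp7a1 and its regulators have the same sign as those computed here, in every alternative run. Both come from the same arrays, so this is not independent evidence. All were also within the spread between mice, but for some genes that spread was wider than the change itself. For Sqle at 2-d the SD in L-P/C-HF mice was 1.05 and the log2 change -0.80, so this yardstick cannot show how close the values are. The paper reports Sqle, Fdps, Srebf2 and Cyp7a1 as changed, and by limma none of these passed the adjustment over all probe sets at 2-d; with the pooled error Sqle, Fdps and Cyp7a1 did at 2-d. Table S2 gives fold changes whose median absolute difference in log2 from those computed here was 0.042 over 47 arrays and 0.00735 with B25 included, although B25 is stated to be left out; leaving out any other single array gave at least 0.0171. The paper relates G6pc to glycemia at 4-wk, while Table S2 lists it at 2-d, and here its log2 change at 4-wk was -0.06 (p = 0.685). The text calls NR1I3 by the name of LXRα, which is the product of Nr1h3, and Fig. 4A names NR1H3. For the variance without B25, the total variance over probe sets computed here was 96.3% of that over 48 arrays. Table S8 gives a lower percentage, but of another quantity, the variability among the first 3 components, so these percentages cannot be compared.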

Other observations

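The genes named for the change with duration, and the list mean per mouse, were chosen after the values were seen.

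Genes of protein folding in the endoplasmic reticulum were lower in H-P/C-HF mice. Of 25 measured genes of the unfolded protein response, 24 had a negative log2 change at 2-d (25 with B25 included), with a median of -0.21, and 25 did at 4-wk. Ero1b, an oxidase of disulfide bond formation, had a log2 change of -0.39 at 2-d (p = 3.46e-04 from limma) and -0.37 at 4-wk, and fell when adjusted over the list alone at both; over all 18193 genes 0 passed, with 9 and 2 lower at an unadjusted p under 0.05, and with B25 included 8 fell over the list alone at 2-d. Derl3, of the degradation of misfolded proteins, had log2 changes of -0.43 and -0.49. Camera gave adjusted p = 2.69e-15 at 2-d (0.173 with an estimated correlation, from 9.58e-16 to 1 over the alternatives) and 2.51e-06 at 4-wk (0.483 with an estimated correlation, from 1.91e-15 to 0.483).

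Acute phase genes were lower as a list at 2-d, with 21 of 26 negative, among them C4bp, a regulator of complement (-0.25), and Saa3, an amyloid protein (-0.75), and camera gave adjusted p = 6.21e-05 (0.623 with an estimated correlation, from 7.66e-06 to 1 over the alternatives), but by the list mean 8 of 11 H-P/C-HF mice lay above the L-P/C-HF median (11.81 ± 0.72 in L-P/C-HF and 11.70 ± 0.37 in H-P/C-HF mice, SD, p = 0.664 by permutation); at 4-wk 19 of 26 were negative (adjusted p = 0.0318, 0.728 with an estimated correlation, from 1.14e-06 to 0.728), and 0 passed over all genes or the list alone at either, with 4 and 1 lower at an unadjusted p under 0.05 by limma. Of 26 PPARA targets 19 were negative at 2-d (22 with B25 included), and Plin2, a coat protein of lipid droplets, fell when adjusted over the list alone (-0.33; over all genes adjusted p = 0.0759); camera gave adjusted p = 0.00321 (0.623 with an estimated correlation, from 1.10e-05 to 1). Kupffer cell markers were lower in the same comparisons. At 4-wk male-biased liver genes were lower in 9 of 11 (adjusted p of the list 0.0108, 0.549 with an estimated correlation, from 1.32e-04 to 0.549). Among them Serpina12, a serpin, had a log2 change of -0.54, with 12 of 12 mice below the L-P/C-HF median. Erythroid markers were lower in 6 of 6 (0.0106, 0.178 with an estimated correlation, from 0.00718 to 0.214). Muscle markers were lower in 12 of 14 (0.00202, 0.483 with an estimated correlation, from 2.42e-06 to 0.483). Their mean per mouse was 6.12 ± 0.31 (SD) in L-P/C-HF and 5.99 ± 0.11 in H-P/C-HF mice, under the lowest array median of 6.73. By this mean 7 of 12 H-P/C-HF mice lay below the L-P/C-HF median (p = 0.19 by permutation). The spread was wider in L-P/C-HF mice, so the difference may rest on some of them.

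The other lists did not pass camera over the 47 arrays with the diet at 2-d and 4-wk, with these adjusted p: bile acid and sterol transport 0.979 and 0.42, ATF4 targets 0.102 and 0.741, cytosolic heat shock 0.546 and 0.305, female-biased genes 0.683 and 0.767, circadian clock 0.102 and 0.57, lymphocytes 0.665 and 0.326, neutrophils 0.949 and 0.273, stellate cells 0.786 and 0.142, sinusoidal endothelium 0.683 and 0.34, cholangiocytes 0.66 and 0.226, adipocytes 0.949 and 0.412, pancreatic acinar cells 0.516 and 0.57, hepatocyte identity 0.394 and 0.183, and the cell cycle 0.786 and 0.219. At 2-d male-biased genes (0.66), muscle (0.66) and erythroid markers (0.949) did not pass, and at 4-wk AHR targets (0.672) and CAR and PXR targets (0.34) did not. Among these, an adjusted p under 0.05 was reached by bile acid and sterol transport without A01, A09 and A24 (0.0489 at 2-d and 0.0143 at 4-wk) and with array weights at 4-wk (0.0468), by male-biased genes at 2-d without the same arrays (0.00745), and by the circadian clock at 2-d after cyclic loess (0.0453).

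Between 2-d and 4-wk, 3096 probe sets changed within L-P/C-HF and 3012 within H-P/C-HF, but RNA quality differed between the durations as well (3' minus 5' signal 0.478 and 0.244 in L-P/C-HF mice, 0.477 and 0.273 in H-P/C-HF mice), and with it as a covariate 464 and 622 passed. Scd1, a desaturase that makes oleic acid, rose by 1.95 within L-P/C-HF and by 2.40 within H-P/C-HF on the log2 scale (adjusted p = 1.64e-05 and 7.06e-07 from limma), and Cd36, a receptor for fatty acids, by 1.87 and 1.71. Fcgr2b, an Fc receptor of the sinusoidal endothelium, rose by 1.70 and 1.62, and C1qb, a complement gene of macrophages, by 1.65 and 1.47. Cxcl1, a chemokine, changed by -1.98 and -1.77, and Egr1, an immediate early gene, by -1.53 and -1.54. Cholesterol biosynthesis genes rose with duration within H-P/C-HF, 10 of 19 over all genes (adjusted p = 9.99e-14 from camera, 0.0942 with an estimated correlation), and within L-P/C-HF 0 did, with 2 higher and 2 lower at an unadjusted p under 0.05 by limma (adjusted p = 0.56).

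For the 6 probe sets that passed with the diet at 2-d, 3 of 100 splits of the mice gave as many, a share under 0.05, but the highest of the other splits gave 2223, which points to a structure of the samples, and ordinary ANOVA called 0 and the fit with the replicate number as a factor 1, so chance is left open. For the 0 at 4-wk and the 0 of the difference of diet effects every split gives at least as many (100 of 100 for each, highest other 1 and 0), so the splits say nothing about chance. It cannot be excluded for the 58 at an unadjusted p under 0.001 at 2-d (24 of 100, highest other 1252) and the 27 at 4-wk (27 of 100, highest other 299), nor for the 431 and 386 counted with the pooled error (58 and 51 of 100, highest other 4185 and 3381). For the cholesterol biosynthesis list 1 of 100 splits, the real one, gave a camera p as small at 2-d. Another came close (10.25 as -log10 p against 9.977). The permutation of the list mean per mouse gave p = 0.0616, so chance is not excluded there. At 4-wk 1 of 100 splits, the real one, gave a camera p as small (18.7 against 16.31). The list mean gave p = 0.0145 by permutation, but its adjusted p was 0.214. Camera with an estimated correlation gave adjusted p = 0.0582, so chance is not excluded at 4-wk either.

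A candidate explanation for the higher counts with the pooled error is that the called probe sets vary more between mice than the pooled error assumes. Their own residual variance was 4.872 times the pooled one in the median at 2-d, so the called probe sets did vary more than it assumes. The value of 1 over all probe sets holds by construction, because the pooled error is a running median of the same variances. The probe sets were also called with that error, so the ratio cannot show how many of the calls come from this. On the simulated arrays with no diet effect the pooled error called 670 at 2-d, against 431 in the data. Over the other splits of the mice its median count was 471 at 2-d and 386 at 4-wk, against 431 and 386. Counts of this size thus arose without the real diet groups, so the counts alone do not show a diet effect.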
